# Rapid 3D bioprinting of a multicellular model recapitulating pterygium microenvironment

**DOI:** 10.1016/j.biomaterials.2022.121391

**Published:** 2022-01-28

**Authors:** Zheng Zhong, Jing Wang, Jing Tian, Xiaoqian Deng, Alis Balayan, Yazhi Sun, Yi Xiang, Jiaao Guan, Jacob Schimelman, Henry Hwang, Shangting You, Xiaokang Wu, Chao Ma, Xiaoao Shi, Emmie Yao, Sophie X. Deng, Shaochen Chen

**Keywords:** 3D bioprinting, Pterygium, Epithelial mesenchymal transition, Stem cells, Hydrogels, Disease model, Tissue engineering

## Abstract

Pterygium is an ocular surface disorder with high prevalence that can lead to vision impairment. As a pathological outgrowth of conjunctiva, pterygium involves neovascularization and chronic inflammation. Here, we developed a 3D multicellular *in vitro* pterygium model using a digital light processing (DLP)-based 3D bioprinting platform with human conjunctival stem cells (hCjSCs). A novel feeder-free culture system was adopted and efficiently expanded the primary hCjSCs with homogeneity, stemness and differentiation potency. The DLP-based 3D bioprinting method was able to fabricate hydrogel scaffolds that support the viability and biological integrity of the encapsulated hCjSCs. The bioprinted 3D pterygium model consisted of hCjSCs, immune cells, and vascular cells to recapitulate the disease microenvironment. Transcriptomic analysis using RNA sequencing (RNA-seq) identified a distinct profile correlated to inflammation response, angiogenesis, and epithelial mesenchymal transition in the bioprinted 3D pterygium model. In addition, the pterygium signatures and disease relevance of the bioprinted model were validated with the public RNA-seq data from patient-derived pterygium tissues. By integrating the stem cell technology with 3D bioprinting, this is the first reported 3D *in vitro* disease model for pterygium that can be utilized for future studies towards personalized medicine and drug screening.

## 1. Introduction

As an essential part of the ocular surface, conjunctiva is a mucosal stratified epithelial membrane that covers the major surface of sclera and provides functions for lubrication, mechanical support, and immune responses [1,2]. The conjunctival epithelium contains goblet cells producing mucins that comprise the tear film, which is a dynamic fluidic layer critical for the homeostasis of the ocular surface [3,4]. The inflammation and damage of conjunctiva caused by disease or injury could lead to a variety of symptoms, including dry eye and visual impairment [5,6]. Despite the high prevalence, the pathogenetic mechanism for many of the conjunctival diseases are unclear [5,6]. Pterygium is a pathological overgrowth of vascularized conjunctiva that invade the cornea across the limbus and compromise vision [7,8]. With little pharmaceutical treatments reported, patients with severe pterygium often require surgical interventions to restore basic visual function, but the prevention of post-surgical recurrence can be challenging [9] [–] [11]. Pterygium is a dynamic ecosystem orchestrated by multiple cell types, including stem cells, with chronic inflammation and angiogenesis being the two major hallmarks [8,12] [–] [16]. To study the pathogenesis and drug testing for pterygium, various types of disease models, including animal models and *in vitro* cultured cells, have been developed but are beset by the reproducibility, limited scalability, and the lack of heterogeneity on cell population, which contributed to the pathologically relevant cellular interaction [17] [–] [21]. With the recent technological advances, 3D engineered models with the capacity to recapitulate the multicellular microenvironment and support high-throughput drug screening have become a promising solution for pterygium disease modeling [22].

In the past decade, with the development of stem cell technologies, disease modeling based on tissue engineering of human stem cells has been widely explored to develop clinically relevant patient-specific models to replace small animal models for personalized medicine [23, 24]. 3D bioprinting is an emerging technology for the fabrication of functional 3D tissue structures with tailored biological and mechanical properties [25-28]. Among different 3D bioprinting techniques, digital light processing (DLP)-based 3D bioprinting method stands out because of its rapid fabrication speed, fine resolution at a microscale scale, and high cell integrity post-fabrication [25,29]. DLP-based bioprinting has been utilized to fabricate synthetic tissues for disease modeling of multiple organs and tissues, including heart, liver, brain, alveoli, spinal cord and bone [30] [–] [35]. Conjunctival stem cells (CjSCs) are bipotent stem cells that can give rise to both conjunctival goblet cells and conjunctival keratinocytes, and thereby hold tremendous potential in modeling the conjunctival microenvironment [4,36] [–] [38]. However, the lack of knowledge of both their microenvironment and a viable *in vitro* expansion method has limited the applications of CjSCs in tissue engineering [39] [–] [43]. We have previously reported DLP-based 3D bioprinting of microscale hydrogel constructs encapsulating rabbit CjSCs with the stem cell properties and differentiation potency preserved [44].

In this study, we explored the DLP-based 3D bioprinting method for primary hCjSCs and developed a bioprinted multicellular pterygium model. We first harvested the hCjSCs from donor tissues and expanded them with a feeder-free *in vitro* culture system. Using a customized DLP-based 3D bioprinter, we printed hydrogel scaffolds that were able to support the viability, stemness, and differentiation potency of encapsulated hCjSCs. Next, we performed multicellular bioprinting that combined hCjSCs along with immune cells and vasculature to develop a bioprinted 3D pterygium model. The bioprinted pterygium model was then subjected to global transcriptomic analysis to in-depth characterize the disease phenotypes. Furthermore, we validated our bioprinted model with published datasets of patient-derived pterygium tissues. The cellular interactions and signaling pathways revealed from the multicellular bioprinted model provide a greater understanding of pterygium pathogenesis. To the best of our knowledge, this is the first report of a 3D *in vitro* disease model mimicking the multicellular microenvironment of pterygium. The DLP-based 3D bioprinting of hCjSCs developed here can be translatable for clinical use in personalized medicine.

## 2. Materials and methods

### 2.1. Primary cell isolation, cell culture and cell doubling quantification

Fresh corneoscleral tissues were provided by One Legacy or Saving Sight Eye Bank with the consent for research use (Supplementary Table 4). The human corneoscleral tissue handling protocol has been evaluated and exempted by the University of California, Los Angeles (UCLA) Institutional Review Boards (IRB#12–000363). All experimental work adhered to the tenets of the Declaration of Helsinki, and the overall procedure was approved by the University of California, San Diego Institutional Biosafety Committee. Primary human conjunctival epithelial cells were isolated from the bulbar conjunctiva on the scleral surface that was 2–4 mm away from the limbus. Dissected tissues were subjected to mincing and a 30–60-min digestion with 0.5% type IV collagenase (Sigma Aldrich) at 37 °C under agitation. Following the collagen digestion, the cells were further digested with 0.25% trypsin-EDTA (ThermoFisher Scientific).

The isolated hCjSCs were cultured on a collagen I (ThermoFisher Scientific) surface as previously described [44]. The epithelial cell culture medium was made with Dulbecco’s Modified Eagle Medium (DMEM)/F-12 (3:1) supplemented with 10% (v/v) fetal bovine serum (FBS, ThermoFisher Scientific), 1% (v/v) penicillin-streptomycin (ThermoFisher Scientific), 1% (v/v) insulin-transferrin-selenium (ThermoFisher Scientific), 400 ng/ml hydrocortisone (Sigma Aldrich), 0.1 nM cholera toxin (Sigma Aldrich), 10 ng/ml recombinant human epidermal growth factor (EGF, R&D System), and 2 nM reverse T3 (Sigma Aldrich). The conjunctival stem cell culture medium (CjSCM) was made by adding 10 μM ROCK inhibitor Y27632 (Tocris Bioscience), 1 μM A83-01 (STEMCELL Technologies), and 1 μM DMH1 (STEMCELL Technologies), and used for the hCjSCs culture. Conjunctival goblet cell differentiation was performed using Keratinocyte SFM (ThermoFisher Scientific) supplemented with bovine pituitary extract (BPE), 10 ng/ml recombinant KGF (Biolegend), 10 ng/ml recombinant EGF (Biolegend), 1% (v/v) P–S, 10 ng/ml recombinant BMP4 (R&D System), and 100 ng/ml IL13 (Biolegend) [43-45]. M2 macrophages were acquired by differentiating THP-1 monocytes (ATCC). THP-1 cells were maintained with RPMI1640 medium (ThermoFisher Scientific) with 10% (v/v) FBS, and M2 differentiation was done by incubating the THP-1 cells in 200 ng/ml tetradecanoyl phorbol acetate (PMA, Sigma Aldrich) for 48 h, followed by incubation in complete RPMI 1640 medium for 24 h, and then in 20 ng/ml interleukin 4 (IL4, Biolegend) and 20 ng/ml interleukin 13 (IL13, Biolegend) for another 48 h. Human umbilical vein endothelial cells (HUVECs, Lonza) were cultured with Endothelial Cell Growth Medium-2 (EGM^™^-2, Lonza). C3H/10T1/2s mouse embryonic fibroblasts (10T1/2s, ATCC) were cultured with DMEM with 10% (v/v) FBS. For the cell culture of the 3D bioprinted pterygium model and the corresponding 2D control, complete EGM^™^-2 was mixed 1:1 with the epithelial cell culture medium and supplemented with 10 μM Y27632.

To quantify cell doubling, pre-cultured cells isolated from primary conjunctival epithelium were seeded on collagen I coated 12-well plate (Corning) with 40,000 cells per well. The epithelial cell culture medium was used as the control medium, and the cells were then cultured with either CjSCM or control medium. The cells were passaged when the confluence reached 90% and the cell count was measured manually every time with a hemocytometer (Fisher Scientific). The cells (100,000 cells per well) were seeded on collagen I coated 6-well plate (Corning) for the next round and the process was repeated. The cell doubling time (DT) was calculated as: *DT = ΔT·ln* 2/*ln*(*Q*2/*Q*1). *ΔT*: culture time. *Q1, Q2*: the number of cells at the beginning and at the end.

### 2.2. Material synthesis

The materials for bioprinting, gelatin methacryloyl (GelMA) and hyaluronic acid glycidyl methacrylate (HAGM), were prepared as previously described [44,46] [–] [48]. For the synthesis of GelMA, type A porcine skin gelatin (Sigma Aldrich) was dissolved in a 0.25 M carbonate-bicarbonate (3:7) solution (pH 9) to make a 10% (w/v) solution. Then, methacrylic anhydride (Sigma Aldrich) was added dropwise, followed by 1-h reaction at 50 °C with constant stirring. The products were dialyzed using 13.5 kDa dialysis membranes (Repligen), lyophilized, and stored at −80 °C. The synthesized GelMA had an approximate degree of methacrylation of 95% [47]. For HAGM, 1% (w/v) hyaluronic acid solution was made by dissolving sodium hyaluronate (Lifecore Biomedical) in water: acetone (1:1) solution with continuous stirring in dark at room temperature and incubated overnight. Next, triethylamine (Sigma Aldrich) was slowly added in the reaction and mixed thoroughly, then glycidyl methacrylate (GM, Sigma Aldrich) was also added dropwise, and reacted overnight at room temperature with Argon seal and constant stirring, followed by acetone precipitation. The products were collected with vacuum filtration, dissolved again with DI water, dialyzed, lyophilized, and stored at −80 °C. The resultant HAGM had an approximate degree of methacrylation of 35% [46].

The photoinitiator lithium phenyl-2,4,6-trimethylbenzoylpho sphinate (LAP) was synthesized following previous publication [44, 46]. Briefly, dimethyl phenylphosphonite (Sigma Aldrich) was added dropwise to an equimolar amount of 2,4,6-trimethylbenzoyl chloride (Acros Organics), and reacted for 18 h at room temperature with constant stirring. Then, a solution of lithium bromide (Sigma Aldrich) in 2-butanone (Sigma Aldrich) was added into the reaction, and incubated overnight at room temperature, followed by filter-washing with 2-butanone. The resultant solidified LAP was made into powder and stored in the dark at 4 °C.

### 2.3. DLP-based 3D bioprinting

A customized DLP-based 3D bioprinting system was built with projection optics, a 365 nm light source (Hamamatsu), a motion controller (Newport), and a digital micromirror device (DMD, Texas Instruments). The digital patterns were generated with MATLAB and inputted to the DMD chip through a custom-built coordination software. The thickness of the printed structures was controlled by a spacer made of polydimethylsiloxane (PDMS). The bioprinted hydrogel structures were printed on methacrylated coverslips upon light exposure, then rinsed with warm DPBS before subjected to culture in 5% CO_2_ at 37 °C. For the multilayered printing, the bioink was loaded on a PDMS base and the thickness of the structure was controlled by the motion controller. After printing the first layer, the excess uncrosslinked material was washed off with warm DPBS before the bioink of the second layer was loaded.

The pre-polymer solution for the printing was made by dissolving GelMA, HAGM, and LAP with DPBS (ThermoFisher Scientific) and filtered with a 0.22 μm syringe filter (Millipore Sigma). 5% or 8% (w/v) GelMA with 0.25% (w/v) LAP, and 2.5% (w/v) GelMA with 1% (w/v) HAGM and 0.25% (w/v) LAP were made accordingly. The 5% (w/v) GelMA was used as the soft condition for hCjSCs bioprinting while the 8% (w/v) GelMA was used as the stiff condition. 2.5% (w/v) GelMA with 1% (w/v) HAGM was used for the bioprinting of HUVECs and 10T1/2s. Before printing, the cells were digested, filtered with 70 μm cell strainers (Corning), quantified for the cell concentration, and pelleted with desired quantity. For hCjSCs bioprinting, the bioink contained 2 × 10^7^ cells/mL of hCjSCs. For multilayered printing of 3D pterygium model, the stem cell layer contained 2 × 10^7^ cells/mL of hCjSCs plus 1 × 10^7^ cells/mL of macrophages while the vascular layer contained 2 × 10^7^ cells/mL of HUVECs and 4 × 10^5^ cells/mL of 10T1/2s (50:1). For the 3D control, the scaffolds were fabricated with 5% GelMA with 2 × 107 cells/mL hCjSCs.

### 2.4. Mechanical characterization

The compressive Young’s modulus was measured using MicroTester (CellScale) following manufacturer’s instructions. GelMA cylinders with 500 μm-diameter and 500 μm-thickness were printed and incubated overnight in DPBS at 37 °C. Briefly, two cycles of predetermined compression were done to remove the hysteresis of the samples. Then, the samples were compressed by 10% strain with a rate of 2 μm/s while the force and displacement were recorded. The data was then processed with a custom-made MATLAB script.

### 2.5. Immunoassays and flow cytometry

For the immunofluorescence staining of 2D cultured cells, cells grown on Millicell EZ slides (Millipore Sigma) were washed twice with DPBS and fixed with 4% (w/v) paraformaldehyde (PFA, FUJIFILM Wako). The fixed samples were permeabilized and blocked with 5% bovine serum albumin (BSA, Sigma Aldrich) with 0.3% Triton X-100 (Sigma Aldrich) and 0.1% TWEEN^®^ 20 (Sigma Aldrich) for 1 h at room temperature. For the staining of mucin, samples were permeabilized with 0.2% Triton X-100 in DPBS for 10 min, following by 1-h blocking with 5% BSA. Then, the samples were incubated with primary antibody solution overnight. The secondary antibody with different conjugated fluorophores (Alexa Fluor^®^, Cell Signaling Technology) were diluted with 5% BSA and incubated with the samples for 1 h at room temperature. The antibody information was enclosed in Supplementary Table 1. The samples were stained with 4′,6-Diamidino-2-Phenylindole (DAPI, ThermoFisher Scientific) for the nuclear illustration and mounted with Fluoromount-G^™^ Mounting Medium (ThermoFisher Scientific). To stain the bioprinted samples, samples were fixed and stained following the same procedures, expect the last step of mounting.

For flow cytometry, encapsulated cells were released from the bioprinted scaffolds by enzymatical digestion with collagenase IV. The released cells were further digested with 0.25% trypsin-EDTA and filtered with a 70 μm cell strainer to obtain single cell suspension. The samples were then subjected to direct staining or fixed with Cytofix^™^ Fixation Buffer (BD). For immunostaining, fixed cells were permeabilized with 0.2% Triton X-100 in Cell Staining Buffer (Biolegend) for 2 min, and then incubated for 20 min with the diluted primary antibody, and secondary antibody, respectively. The cells were washed with Cell Staining Buffer between each step. BD Accuri^™^ C6 flow cytometer was used in the experiment and the resultant data was processed using FlowJo.

### 2.6. Viability tests

The viability of the encapsulated cells was evaluated using flow cytometry with propidium iodide (PI, Biolegend) staining and the LIVE/DEAD^®^ viability/cytotoxicity kit (ThermoFisher Scientific). For PI staining, samples were incubated with a diluted PI solution (10 μl per million cells in 0.5 ml/test) for 15 min at 4 °C before analysis. For the LIVE/DEAD^®^ staining, samples were incubated with 2 μM calcein acetoxymethyl ester and 4 μM ethidium homodimer diluted in DPBS, for 30 min at 37 °C, followed by imaging.

### 2.7. RNA extraction and real time qPCR

RNA was isolated with a method based on TRIzol^®^ reagent (Ambion Thermo Fisher) with Direct-zol^™^ RNA Purification kit (Zymo Research) following manufacturer’s protocol. For the RNA extraction of encapsulated cells, the bioprinted scaffolds were enzymatically digested with collagenase IV to release the cells before applying TRIzol^®^ reagent. The RNA products were quantified using NanoDrop^™^ 2000 (Thermo Fisher Scientific). The reverse transcription was done using iScript^™^ cDNA Synthesis Kit (Bio-Rad) and the real time quantitative polymerase chain reaction (qPCR) was conducted using Luna^®^ Universal qPCR Master Mix (New England Biolabs). The primer information was enclosed in Supplementary Table 2.

### 2.8. RNA sequencing and transcriptomic analysis

For RNA sequencing (RNA-seq), hCjSCs from 3 healthy donors were expanded and labeled with GFP using lentiviral vectors before subjecting to bioprinting of the 3D pterygium model and co-culture. After 5–7 days of co-culture, the GFP-labeled hCjSCs were isolated from the bioprinted scaffolds by enzymatic digestion and fluorescence-activated cell sorting (FACS). Then, RNA samples were extracted as aforementioned and quantified using NanoDrop^™^ 2000 (ThermoFisher Scientific). The library preparation and RNA-seq were performed on Illumina platform by Novogene (Sacramento, CA). The transcriptomic data from patient-derived pterygium tissues and normal conjunctival tissues were derived from published datasets [49,50].

For the transcriptomic data analysis, the sequencing reads were filtered and trimmed with Trim Galore (version 0.4.1) followed by mapping to the human genome (GRCh38. p12) using HISAT2 [51]. The mouse genome (mm10) was also used to estimate the cross-mapping rates. Principle component analysis (PCA) was performed using DESeq package with the batch effect between different datasets filtered [52]. Differently expressed gene (DEG) analysis was performed using DESeq (Adjusted P-value<0.01). The DEGs with the same regulated expression pattern to the patient-derived pterygium tissues were defined as consistent DEGs. The protein-to-protein interaction (PPI) enrichment analysis based on DEGs was presented through Cytoscape [53]. The gene set enrichment analysis (GSEA) comparing the 3D pterygium model and 2D control was performed using GESA software (http://software.broadinstitute.org/gsea/downloads.jsp) [54]. The gene ontology (GO) enrichment analysis in this study was accomplished with Geneontology [55].

### 2.9. Imaging and image processing

Imaging in this study was conducted using Leica SP8 confocal microscope and Leica DMI 6000-B fluorescence microscope. Images were processed with LAS X and ImageJ.

### 2.10. Statistical analysis

Statistical analysis was performed using Microsoft Excel and GraphPad Prism. The data was presented as mean ± standard deviations with two-tailed Student’s t-test or one way ANOVA used to determine the significance. P-value was presented in the figures with asterisks (*: P < 0.05; **: P < 0.01; ***: P < 0.001.).

## 3. Results

### 3.1. In vitro expansion of primary hCjSCs

The hCjSCs are one of the predominant stem cells on the ocular surface with high value in clinical applications, but the *in vitro* expansion has been a challenge [39,40,43]. We have previously reported the feeder-free culture of primary rabbit CjSCs adopting a cocktail of small molecules that inhibit transforming growth factor-beta (TGF-β) signaling, bone morphogenetic proteins (BMP) signaling, and Rho-associated protein kinase (ROCK) signaling and selectively expanded CjSC population in primary culture [44]. Given the promising results of rabbit cells, we first validated the expansion efficacy of CjSCM on primary hCjSCs isolated from donor tissues. As shown in accumulative quantification of cell doublings, compared to the cells cultured in the control medium without inhibitor cocktail, those cultured in CjSCM exhibited faster dividing, a shorter cell doubling time and higher replicative potency (Fig. 1A and B, Supplementary Figure S1A). As for cell morphology, the cells expanded with CjSCM showed more compacted, cuboidal, and uniform morphology whereas the control cells were elongated, spindle-shaped, and of various sizes (Fig. 1C). In addition, as measured with real time qPCR, the mRNA expression of epithelial stem cell marker, *P63*, and proliferation marker, *KI67*, were significantly upregulated in the CjSCM group, while the expression of the mesenchymal marker vitronectin (*VIM*) was significantly downregulated compared with control (Fig. 1D). The immunofluorescence staining of stem cell markers (ΔNP63, P63, ABCG2, KRT14), lineage markers (PAX6, E-cadherin (ECAD)), and proliferation marker KI67 indicated the predominant presence of hCjSCs in CjSCM condition (Fig. 1E, Supplementary Figure S1B). To validate the stem cell potency, we differentiated the expanded hCjSCs into goblet cells. After 7 days of differentiation, the generation of conjunctival goblet cells was confirmed by protein expression of mucin 1 (MUC1), mucin 5AC (MUC5AC), and mucin 16 (MUC16) (Supplementary Figure S1C). These results collectively demonstrated that our CjSCM culture system could efficiently expand primary hCjSCs *in vitro* with high homogeneity while promoting the stem cell phenotypes and preserving the differentiation potency.

### 3.2. DLP-based 3D bioprinting of hCjSCs

To support the application of hCjSCs in disease modeling, we next explored 3D bioprinting of hCjSCs. With the rapid and scalable process, high fabrication resolution and versatile material choice, DLP-based 3D bioprinting has been used in fabricating hydrogel scaffolds encapsulating various types of human stem cells for disease modeling and therapeutic purposes [29,33,46,47]. For the DLP-based bioprinting, hCjSCs were mixed with a prepolymer solution to form the bioink and photopolymerized to fabricate the 3D hydrogel scaffolds (Fig. 2A). GelMA was adopted as a bioink material because of its excellent cell binding capacity and has been successfully used for encapsulating multiple cell types, including rabbit CjSCs [29,44,56]. The extracellular matrix (ECM) stiffness has been shown to regulate the essential function and behavior of stem cells [57,58]. To optimize the encapsulation of hCjSCs, GelMA cylinders (diameter: 500 μm; thickness: 500 μm) encapsulating hCjSCs in soft (2.98 ± 0.85 kPa) and stiff (11.20 ± 0.62 kPa) condition were bioprinted and subjected to tissue culture (Fig. 2B). Flow cytometry with PI staining showed that both conditions had over 85% cell viability (Fig. 2C). Notably, the cell viability was significantly higher in soft condition (Fig. 2C). The high cell viability of encapsulated cells was also confirmed by LIVE/DEAD^®^ staining (Supplementary Figure S2A). In addition, real time qPCR indicated that the mRNA expression of *KI67, P63*, and *PAX6* were significantly higher in the soft condition (Fig. 2D). Thus, we adopted the soft printing condition for the following experiments. The stem cell identity of the hCjSCs in the bioprinted 3D scaffolds was retained (Fig. 2E, Supplementary Figure 2B). To test the cell functionality, we conducted 3D differentiation of hCjSCs encapsulated in the bioprinted scaffolds and found the expression of characteristic mucins 7 days later (Supplementary Figure S2C). Together, using the DLP-based 3D bioprinting, we fabricated microscale GelMA hydrogel scaffolds encapsulating hCjSCs while preserving the cell viability, stemness and functionality.

### 3.3. 3D bioprinted multicellular pterygium model

With the background of extensive chronic inflammation, angiogenesis and infiltration of immune cells dominate in the pterygium pathology [14,17,48,59,60]. Some studies also implicated the involvement of stem cells in pterygium [14,61]. Existing pterygium disease models employed subconjunctival delivery of patient-derived pterygium epithelial cells or fibroblasts to induce immune response and neovascularization, but little attention has been paid to developing an *in vitro* model with a multicellular microenvironment [17,18,20]. Taking advantage of 3D bioprinting of hCjSCs, we developed a 3D bioprinted pterygium model with conceptualized patterns containing hCjSCs, macrophages, vascular endothelial cells, and fibroblasts to recapitulate the pathological state of pterygium (Fig. 3A). The model contained two layers: the first layer containing hCjSCs and THP-1-derived macrophages recapitulated the infiltration of immune cells during the inflammation response; the second layer with HUVECs and 10T1/2s cells represented the angiogenesis around and inside the pterygium tissue. Different populations of cells were bioprinted and subjected to co-culture for 5–7 days (Fig. 3B). Immunofluorescence staining showed the presence of vascular markers, CD31 and vascular endothelial cadherin (VE-CAD) after 6 days of co-culture, suggesting the formation of microvasculature in the bioprinted 3D pterygium model (Supplementary Figure S3A).

### 3.4. 3D pterygium model displayed distinct transcriptomic profiles compared with 2D culture

To comprehensively characterize the 3D pterygium model, we bioprinted the models with hCjSCs from three normal individual donors and performed global transcriptomic profiling with RNA-seq. 

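RNA was sequenced from 9 libraries of hCjSCs, 3 in each of 3 groups. The 2D control held hCjSCs grown on a collagen-coated surface, and the 3D control held hCjSCs taken out of bioprinted scaffolds that contained no other cells. The 3D pterygium model libraries held GFP-labeled hCjSCs isolated by enzymatic digestion and cell sorting after co-culture with the other printed cells. These other cells were macrophages derived from THP-1 (a human monocytic leukemia line), HUVECs (endothelial cells of the human umbilical vein) and 10T1/2 (a mouse embryonic fibroblast line). The paper states that the hCjSCs came from 3 donors, and the libraries of each group carried the replicate numbers 1 to 3. Polyadenylated RNA was sequenced on an Illumina instrument. The authors trimmed the reads with Trim Galore 0.4.1, aligned them with HISAT2 to GRCh38 and counted them with featureCounts 1.6.4 against the gene names of Ensembl. The deposited values are whole-number counts for 59471 gene names. Reads were counted without regard to strand, so genes that share exonic bases with another gene are uncertain. Among the genes named here with such a share are DAAM2 (30.1%), PAX6 (26.3%), VIM (24.3%), IRF1 (22.1%), IL6 (20.7%), TMEM79 (20.0%), MMP9 (18.4%), ITGB6 (16.7%) and KRT13 (16.3%), and genes with larger shares are marked where they are given. The total count per library was 32553913 to 39000226 (median 36283084) in the 2D control, 30762677 to 34417003 (median 33006456) in the 3D control and 32605984 to 39466790 (median 36108441) in the 3D pterygium model. Mitochondrial genes took 4.66% to 6.75% of the counts. Ribosomal protein genes took 2.45% to 6.02%, and the 3D control libraries had the 3 lowest shares (2.45% to 3.97%). The 3D control samples also carry labels of another form than the rest. Whether they were a separate batch is not stated, and such a batch could not be told apart from the group. From these counts, levels were computed as CPM, counts scaled to a common library total, and are given as the mean and the SD of the 3 libraries of a group. Genes were compared with edgeR's quasi-likelihood test on 18561 genes in 1 fit of all 9 libraries, and with DESeq2 on the 2 groups compared, which was set as an alternative. Both used the adjusted p threshold of 0.01 that the paper names. Groups of genes were compared with limma's camera test at an adjusted p under 0.05, with a preset correlation between genes and again with an estimated one. The main tests, 43 gene lists, the rule for the genes named and most alternatives were set before the data were examined. The DESeq2 fits without 1 library, edgeR without robust estimation, the fits without both 3D libraries numbered 3, the markers by DESeq2, the PCA labels permuted within replicate numbers and the use of the rule on DESeq2 were chosen after the data were seen. A count of 0 in all 3 libraries of a group still allows up to 0.0279 CPM in the 2D control, 0.0301 CPM in the 3D control and 0.0282 CPM in the model (3 counts over the group, for counting error only). These limits take counts as independent fragments, and if both mates of a pair were counted singly they would be up to 2 times higher, the fold bounds given below up to 2 times lower and the p-values of the count models too small. The methods describe GFP labeling and sorting for the model and do not state them for the controls, so whether these differ along with co-culture is not known. They give a mixed medium for the model and its 2D control, and state none for the 3D control. The medium for expanding hCjSCs held inhibitors of TGF-β and BMP signaling, so a difference in medium is possible as well.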

The hCjSCs cultured on collagen-coated surface were used as control, and the hCjSCs that were extracted from 3D bioprinted scaffolds with only hCjSCs were used as 3D control. Prior to the analysis, the sequencing reads were mapped with both the human and mouse genome database and confirmed the absence of mouse RNA fragments (Supplementary Figure S3B).

PCA showed a drastic transcriptomic difference between the 3D pterygium model and the controls (Supplementary Figure S3C). 

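The libraries of the 3D pterygium model lay apart from the control libraries of the same replicate number on the first 2 components of the PCA. Replicate 1 of the model was at 33.6 on PC1 and 0.075 on PC2, against 14.1 and -40.4 for the 2D control and -3.8 and -22.5 for the 3D control. For replicate 2 the coordinates were -9.47 and 30.5 in the model, -43.7 and -2.83 in the 2D control and -38.8 and 13.2 in the 3D control. Replicate 3 was at 37.0 and 24.3 in the model, -5.2 and -13.9 in the 2D control and 16.2 and 11.7 in the 3D control. PC1 held 38.0% and PC2 24.3% of the variance of the 500 most variable genes. The mean distance was 60.2 between the model and the 2D control, 46.7 between the model and the 3D control and 40.1 between the 2 controls. Libraries of 1 group were 47.3 (2D control), 48.2 (3D control) and 41.4 (model) apart on average. The mean distance between the 3 groups was 1.07 times that within groups (1-sided exact permutation p = 0.279 over 1680 labelings). With both controls taken as 1 group, the model was 1.25 times as far from the controls as libraries of a group were from each other (1-sided exact permutation p = 0.0833 over 84 labelings, where the smallest possible p is 0.0119). Within each replicate number the model lay higher on PC1 and PC2 than both controls. With labels permuted only within replicate numbers, the exact permutation p was 0.037 for the model and the controls (27 labelings, the smallest possible p) and 0.0833 for the 3 groups (216 labelings), but the labels do not state that equal numbers share a donor. This ratio was 1.41 with all tested genes (exact permutation p = 0.0238) and 1.34 with genes scaled to unit variance (exact permutation p = 0.0357). With a prior count of 0.5 it was 1.28 (exact permutation p = 0.0595). With 1 library left out it ranged from 1.14 (without 2D control replicate 3, exact permutation p = 0.179) to 1.57 (without 3D control replicate 3, exact permutation p = 0.0179). The p was under 0.05 in 1 other such case, without 3D control replicate 2 (ratio 1.36, exact permutation p = 0.0357).

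**Figure D1:**
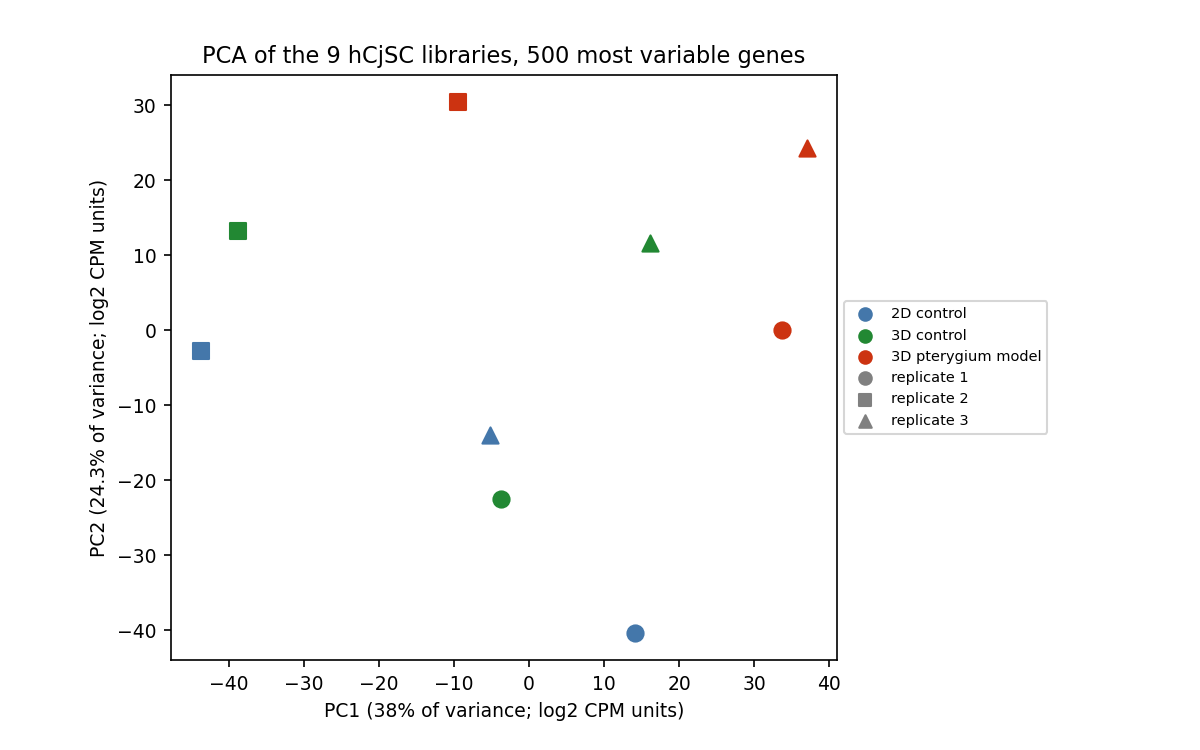
PCA of the 9 hCjSC libraries, with PC1 (38.0% of the variance) on the horizontal and PC2 (24.3%) on the vertical axis, both in log2 CPM units. Colors mark the 2D control (blue), the 3D control (green) and the 3D pterygium model (red), and circles, squares and triangles mark replicates 1, 2 and 3, with each model library to the right of and above the control libraries of its number.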

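In the 3D pterygium model, NR4A3, an early-response nuclear receptor, was at 37.5 ± 16.1 CPM (SD, n = 3), against 0.308 ± 0.205 CPM (SD, n = 3) in the 2D control. This is a log2 fold change of 6.91 (standard error 0.531, adjusted p = 9.54e-35 from DESeq2). FOSB, a subunit of the AP-1 transcription factor, was at 990.7 ± 274 CPM in the model and 40.8 ± 10.8 CPM in the 2D control (adjusted p = 3.16e-42 from DESeq2). NEDD9, a scaffold protein of focal adhesions, was at 173.7 ± 48.7 CPM in the model and 9.62 ± 4.13 CPM in the 2D control (adjusted p = 1.12e-22 from DESeq2). CPA4, a secreted carboxypeptidase, fell from 82.6 ± 64.3 to 6.2 ± 2.11 CPM (adjusted p = 6.48e-10 from DESeq2), and KLK13, a secreted serine protease of stratified epithelia, fell from 26.1 ± 13.4 to 2.75 ± 1.48 CPM (adjusted p = 1.6e-07 from DESeq2). The 10 largest rises by the rule for named genes were those of POSTN, NR4A3, ARC, DLX2, IL6, GEM, ATF3, PTGS2, FOSB and NEDD9, and the 10 largest falls those of KRT81, KRT4, MAB21L4, CPA4, HES5, TMEM273, SUSD2, KLK13, TMEM169 and SLC39A2. This part of the rule was applied to the DESeq2 fit after the values were seen, because edgeR called no gene. FOSB is also 1 of the 21 genes of a list of dissociation and heat-shock genes, of which DESeq2 called 9 higher in the model. DESeq2 called 625 genes at an adjusted p under 0.01, of which 450 were higher and 175 lower in the model. In 603 of them every model library lay beyond every 2D control library, as it did in 21.7% of all genes tested by edgeR, where chance gives 10%. edgeR called 0 genes at that threshold here, and 0 genes in each of the other 2 comparisons. At an adjusted p under 0.05 it called 33 genes (31 higher, 2 lower), among them RHOB, SERPINE2 and PTHLH (higher) and ANKRD22 and E2F2 (lower), which were named after their values were seen. That count was 449 without 2D control replicate 1 and 0 without any other single library of the 2 groups. At an unadjusted p under 0.05 edgeR had 3000 genes, 1540 higher and 1460 lower, where chance gives 928. A split of the same libraries that set 2D control replicate 1 and model replicates 1 and 3 against the rest had 3577. Of the 605 DESeq2 calls that edgeR also tested, 605 had the same direction and 602 an unadjusted p under 0.05 in edgeR. Both tests used the same counts, so neither these numbers nor the 603 genes without overlap are independent evidence for the calls. With the replicate number as a block, edgeR called 3 genes, SEMA7A, PER1 and SMAD7, all higher, and 222 at an adjusted p under 0.05 (179 higher, 43 lower). DESeq2 with that block called 1135 (744 higher, 391 lower). Without 1 library, the DESeq2 count was 236 (201 higher, 35 lower, model replicate 3 left out), 331 (268 higher, 63 lower, model replicate 1) or 1639 (862 higher, 777 lower, 2D control replicate 1), and edgeR called 1 gene without 2D control replicate 1.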

590 DEGs were identified in 3D pterygium compared to the 2D condition, among which 420 genes were significantly upregulated in the 3D pterygium model, whereas 170 genes were downregulated (Fig. 3C, Supplementary Figure S3D). We also found that 311 genes were significantly upregulated while 555 genes were downregulated in the 3D pterygium compared to the 3D control (Supplementary Figure S4A). 

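Of the 22 genes of the hypoxia and glycolysis list, DESeq2 called 11 higher in the 3D pterygium model than in the 3D control and 0 higher than in the 2D control. NDRG1, a gene induced by low oxygen, was at 981 ± 410 CPM (SD, n = 3) in the model and 137.5 ± 35.2 CPM (SD, n = 3) in the 3D control, with a log2 fold change of 2.84 (standard error 0.629 and adjusted p = 0.172 from edgeR, adjusted p = 6.03e-12 from DESeq2). ENO2, a glycolytic enolase, was at 39.6 ± 30.9 CPM in the model and 3.16 ± 0.333 CPM in the 3D control (adjusted p = 6.34e-11 from DESeq2). EGLN3, an oxygen-sensing prolyl hydroxylase on chromosome 14 of GRCh38 from 33924227 to 34462774, was at 36.9 ± 30.7 CPM in the model and 3.14 ± 0.273 CPM in the 3D control (adjusted p = 1.4e-09 from DESeq2). In the 2D control, NDRG1 was at 718 ± 655 CPM and EGLN3 at 51.9 ± 26.6 CPM. Against the 3D control, 22 of the 22 genes had a log2 fold change above 0 (median 1.27) and 11 did not pass in DESeq2. In edgeR, 0 of them passed over all genes, 18 were higher at an unadjusted p under 0.05, and 6 passed when adjusted over the list alone. The list's adjusted p from camera was 2.04e-09 (adjusted p = 0.308 with an estimated correlation). Against the 2D control edgeR called 0 of the 22 genes, with 1 higher at an unadjusted p under 0.05, and the list had an adjusted p of 0.161 from camera (0.00126 without 2D control replicate 3 and 0.00467 without model replicate 3). Macrophage markers moved with the comparison to the 3D control, where DESeq2 called 13 of the 19 it tested higher. SLC2A3, a glucose transporter, was at 132.4 ± 74.5 CPM in the model and 14.8 ± 12.1 CPM in the 3D control (adjusted p = 1.19e-06 from DESeq2). Among the genes that fell, PPBP, a chemokine best known from platelets, was at 2.79 ± 1.44 CPM in the model and 28.0 ± 19.1 CPM in the 3D control (adjusted p = 3.38e-08 from DESeq2). DIO2, a deiodinase that activates thyroid hormone, was at 10.6 ± 5.98 CPM in the model and 79.8 ± 62.6 CPM in the 3D control (adjusted p = 6.06e-06 from DESeq2). B3GNT6, an enzyme of mucin-type glycosylation, was at 14.7 ± 12.8 CPM in the model and 96.2 ± 56.4 CPM in the 3D control (adjusted p = 0.000109 from DESeq2). DESeq2 called 858 genes between the model and the 3D control, of which 307 were higher and 551 lower in the model. Every model library lay beyond every 3D control library in 850 of them, and in 29.1% of all genes tested by edgeR, where chance gives 10%. The 850 were counted on the libraries that gave the calls and are not independent evidence for them. edgeR had 0 genes at an adjusted p under 0.05, and 3295 at an unadjusted p under 0.05, of which 1436 were higher and 1859 lower. The DESeq2 count was 2161 (1172 higher, 989 lower) without 3D control replicate 3, 314 (103 higher) without model replicate 3, 329 (119 higher) without model replicate 1, 499 (201 higher) without 3D control replicate 1 and 533 (242 higher) without 3D control replicate 2. With all 9 libraries in the DESeq2 fit the count was 236 (122 higher, 114 lower), and with the replicate number as a block as well it was 960 (479 higher, 481 lower). Neither the medium nor the batch of the 3D control is stated, so these differences cannot be assigned to co-culture.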

Based on the DEG analysis comparing with the 2D control, the 3D pterygium models showed consistent upregulation of genes correlated to interleukin cascade, tumor necrosis factor (TNF) signaling, and other inflammatory responses (Fig. 3D). 

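The 9 inflammatory genes of Fig. 3D were higher in the 3D pterygium model than in the 2D control by DESeq2. IL6, a pro-inflammatory cytokine on chromosome 7 of GRCh38 from 22725884 to 22732002, was at 21.8 ± 10.8 CPM (SD, n = 3) in the model, 0.363 ± 0.326 CPM (SD, n = 3) in the 2D control and 6.48 ± 9.42 CPM (SD, n = 3) in the 3D control. Its log2 fold change between the model and the 2D control was 5.91 (standard error 1.31 and adjusted p = 0.0986 from edgeR, adjusted p = 6e-20 from DESeq2). TNFAIP3, a feedback inhibitor of NF-κB on chromosome 6 from 137867214 to 137883312, was at 571 ± 200 CPM in the model and 62.1 ± 46.9 CPM in the 2D control, a log2 fold change of 3.20 (standard error 0.776 and adjusted p = 0.108 from edgeR, adjusted p = 3.22e-07 from DESeq2). TNF itself was at 4.93 ± 2.73 CPM in the model and 0.108 ± 0.0879 CPM in the 2D control (adjusted p = 0.126 from edgeR and 1.01e-12 from DESeq2). TNFAIP8, a TNF-induced regulator of cell survival, was at 56.7 ± 13.9 CPM in the model and 15.9 ± 1.96 CPM in the 2D control, and its adjusted p of 0.0348 from edgeR was the smallest of the 9 inflammatory genes of Fig. 3D. IL11, a cytokine of the IL6 family, was at 9.97 ± 6.78 CPM in the model and 1.23 ± 0.985 CPM in the 2D control (adjusted p = 0.105 from edgeR and 0.000424 from DESeq2). TRIM72, a protein of membrane repair, had no count in the 2D control and was at 0.819 ± 0.389 CPM in the model, at least 29.3-fold higher than 3 counts over the group (adjusted p = 3.39e-05 from DESeq2). The other 3 genes, IL20, IL24 and TLR2, were also higher by DESeq2, and IL24 is uncertain because 41.6% of its exonic bases overlap another gene. In edgeR, 0 of the 9 passed over all genes at an adjusted p under 0.01, 9 were higher at an unadjusted p under 0.05, and 8 passed when adjusted over the list alone. The study chose these 9 genes on the same libraries, so their direction is not independent evidence. Their median log2 fold change was 4.98, or 4.87 with TRIM72 at its bound (adjusted p = 3.24e-10 from camera, adjusted p = 0.0758 with an estimated correlation). Of 25 interleukin and interleukin receptor genes listed without use of these libraries, DESeq2 called 5 higher (IL1A, IL6, IL11, IL20, IL24) and 1 lower (IL20RA), and 19 did not pass. Their median log2 fold change was 0.60 (adjusted p = 0.00831 from camera, 0.194 without 2D control replicate 1, and adjusted p = 0.339 with an estimated correlation). Macrophage genes moved with these groups. The summed level of 24 macrophage and THP-1 genes that lie under 0.1 CPM in the controls was 5.39 to 29.5 CPM in the model libraries and 0.148 to 0.522 CPM in the control libraries.

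**Figure D2:**
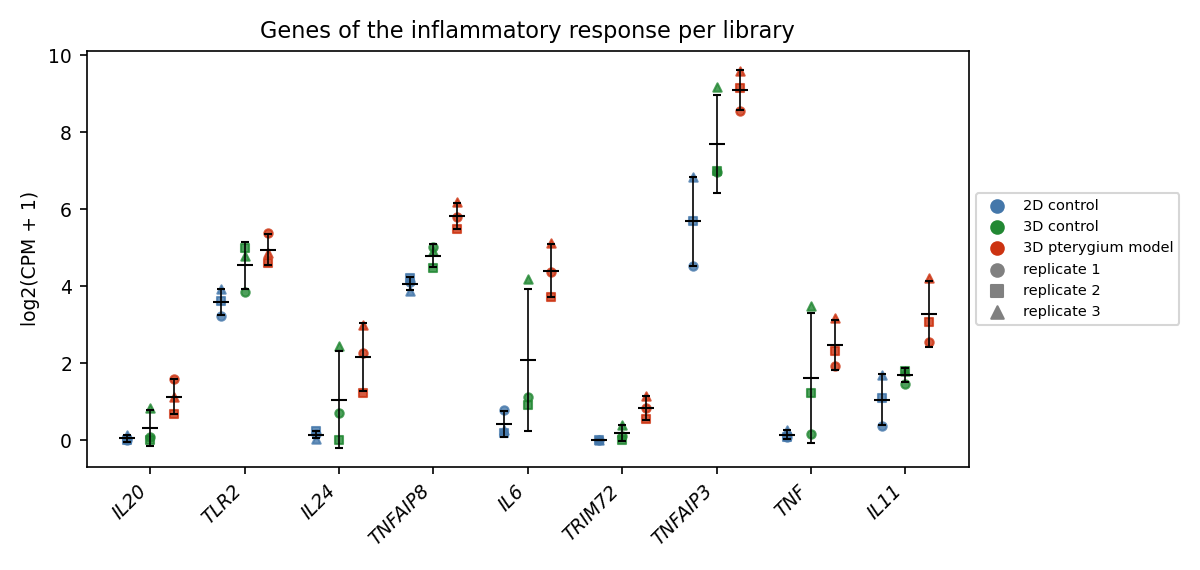
Levels of the 9 inflammatory genes of Fig. 3D as log2(CPM + 1) on the vertical axis, by gene and group on the horizontal axis. Points are single libraries (blue 2D control, green 3D control, red 3D pterygium model, n = 3 each) and black bars the mean and SD of the group, with IL6 at a mean of 21.8 CPM in the model and 0.363 CPM in the 2D control.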

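Of 6 mesenchymal and 6 epithelial genes of Fig. 3D, 5 were higher and 5 lower in the 3D pterygium model than in the 2D control by DESeq2. VIM, the intermediate filament protein of mesenchymal cells on chromosome 10 of GRCh38 from 17228241 to 17237593, was at 450.7 ± 117 CPM (SD, n = 3) in the model and 51.7 ± 31.6 CPM (SD, n = 3) in the 2D control. This is a log2 fold change of 3.12 (standard error 0.590 and adjusted p = 0.0756 from edgeR, adjusted p = 3.6e-08 from DESeq2). ZEB2, a transcriptional repressor of epithelial genes on chromosome 2 from 144364364 to 144521057, was at 2.45 ± 1.04 CPM in the model and 0.0902 ± 0.0812 CPM in the 2D control (adjusted p = 3.71e-08 from DESeq2). KRT13, a keratin of mucosal epithelia on chromosome 17 from 41500981 to 41505705, was at 617 ± 159 CPM in the model and 3177 ± 1208 CPM in the 2D control, a log2 fold change of -2.36 (standard error 0.482 and adjusted p = 0.0833 from edgeR, adjusted p = 5.38e-08 from DESeq2). KRT4, the partner keratin of KRT13, was at 5.69 ± 2.9 CPM in the model and 99.4 ± 94.4 CPM in the 2D control (adjusted p = 6.6e-08 from DESeq2). Of the 6 mesenchymal genes chosen for Fig. 3D, DESeq2 called 5 higher, namely VIM, ZEB2, MMP10, MMP2 and SNAI1. VIM-AS1, which runs opposite to VIM and cannot be separated from it without strand, was at 2.75 CPM in the model and 0.802 CPM in the 2D control and did not pass. MMP10, a stromelysin, had a log2 fold change of 3.08 (standard error 0.569 and adjusted p = 0.0743 from edgeR), and MMP2, a gelatinase, one of 2.56 (standard error 0.67 and adjusted p = 0.124 from edgeR). SNAI1, another repressor of epithelial genes, was at 1.51 ± 1.09 CPM in the model and 0.174 ± 0.116 CPM in the 2D control (adjusted p = 0.00645 from DESeq2). The median of the 6 was 3.09 on the log2 scale (adjusted p = 1.45e-06 from camera, adjusted p = 0.0737 with an estimated correlation), and 4 passed in edgeR when adjusted over the list alone. Of the 6 epithelial genes chosen for that panel, 5 were lower by DESeq2 (KRT4, KRT13, KRT81, MUC22 and EPHA1) and EPHA1-AS1 did not pass, at 0.597 CPM in the model and 1.00 CPM in the 2D control. EPHA1, an ephrin receptor of epithelia, was at 54.2 ± 7.46 CPM in the model and 115.4 ± 17.9 CPM in the 2D control (adjusted p = 0.0543 from edgeR). The median of these 6 was -2.51 (adjusted p = 2.16e-06 from camera, adjusted p = 0.0761 with an estimated correlation), and 5 passed in edgeR when adjusted over the list alone. Both lists were chosen by the study on these libraries and are not independent evidence. Fibroblast genes moved with the mesenchymal group. The summed level of 11 fibroblast genes was 12.7, 5.11 and 49.0 CPM in replicates 1, 2 and 3 of the model, 28.3 CPM in 3D control replicate 3 and 1.41 to 2.59 CPM in the other control libraries.

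**Figure D3:**
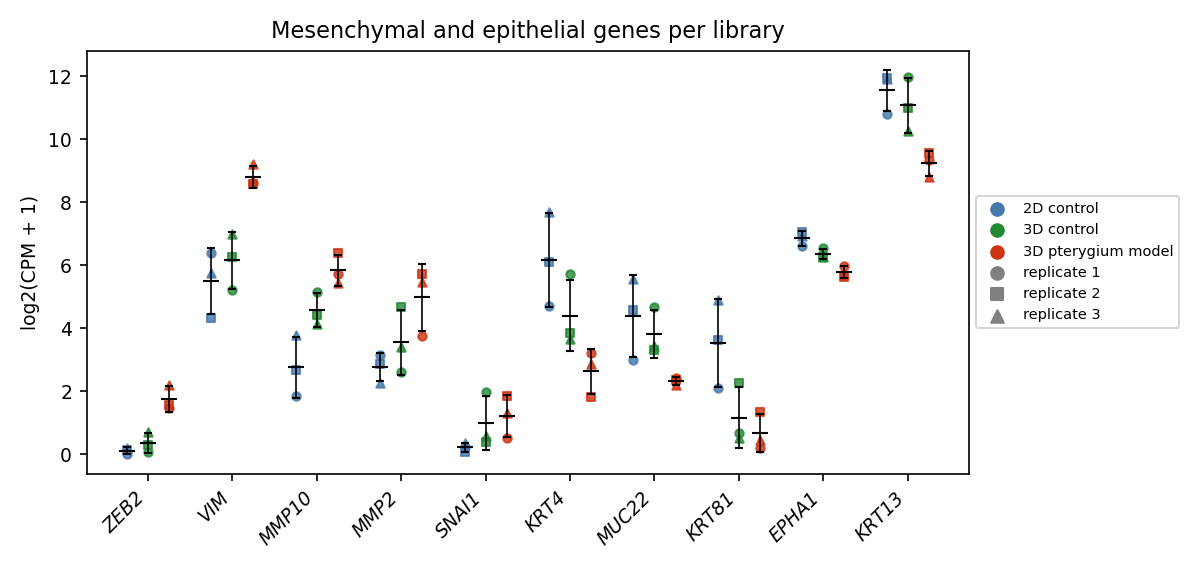
Levels of 10 EMT genes of Fig. 3D as log2(CPM + 1) on the vertical axis, by gene and group on the horizontal axis. Points are single libraries (blue 2D control, green 3D control, red 3D pterygium model, n = 3 each) and black bars the mean and SD of the group, with VIM at a mean of 450.7 CPM and KRT13 at 617 CPM in the model.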

We also noticed the upregulation of mesenchymal markers and epithelial-mesenchymal transition (EMT) related genes, along with the downregulation of epithelial markers (Fig. 3D). In addition, principle signaling pathways altered in the 3D pterygium model were identified, indicating the upregulation of TGF-β/BMP signaling, which is a regulator of EMT and significantly regulates the recurrence of pterygium (Fig. 3D) [62]. These results underlined that the encapsulated hCjSCs in the bioprinted 3D pterygium model were regulated by the synthetic microenvironment and underwent inflammatory responses and EMT [63-65]. Furthermore, we have found that the expression of multiple epigenetic regulators was upregulated in the 3D pterygium model, including DNA methyltransferase DNMT3B, lysine demethylase KDM6B, and histone deacetylase HDAC5 (Supplementary Figure S4B). 

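KLF4, a transcription factor of epithelial cells on chromosome 9 of GRCh38 from 107484852 to 107490482, was at 604 ± 110 CPM (SD, n = 3) in the 3D pterygium model, 229 ± 202 CPM (SD, n = 3) in the 3D control and 81.6 ± 9.25 CPM (SD, n = 3) in the 2D control. Between the model and the 2D control this is a log2 fold change of 2.89 (standard error 0.540 and adjusted p = 0.0752 from edgeR, adjusted p = 8.6e-28 from DESeq2). BMP2, a BMP ligand on chromosome 20 from 6767686 to 6780246, was at 56.1 ± 2.07 CPM in the model and 10.6 ± 3.09 CPM in the 2D control (adjusted p = 1.72e-14 from DESeq2). SMAD7, the inhibitory SMAD induced by TGF-β, was at 62.5 ± 30.3 CPM in the model and 9.51 ± 4.88 CPM in the 2D control (adjusted p = 0.0961 from edgeR and 0.00975 with the replicate number as a block). RUNX1, a transcription factor that works with SMADs, and TGIF1, a SMAD co-repressor, had log2 fold changes of 1.28 (standard error 0.148) and 1.36 (standard error 0.174), both with an adjusted p of 0.0348 from edgeR. TGFBI, a matrix protein induced by TGF-β, was at 1512 ± 565 CPM in the model and 525 ± 53.9 CPM in the 2D control (adjusted p = 0.000408 from DESeq2). All 8 TGF-β/BMP genes of Fig. 3D, with KLF11 and TGFB1I1 as the others, were higher by DESeq2, and 8 passed in edgeR when adjusted over the list alone. Their median log2 fold change was 1.83 (adjusted p = 1.48e-10 from camera, adjusted p = 0.0758 with an estimated correlation). The study picked this list on the same libraries, so it is not independent evidence. Of 12 genes of BMP signaling listed without use of these libraries, DESeq2 called BMP2 and GREM1 higher and ID1 lower, and 9 did not pass. GREM1, a secreted BMP antagonist, had no count in the 2D control and was at 1.64 ± 1.66 CPM in the model, at least 58.7-fold higher. ID1, a direct target of BMP receptors on chromosome 20 from 31605283 to 31606515, was at 271 ± 11.4 CPM in the model and 560 ± 130 CPM in the 2D control (adjusted p = 0.0925 from edgeR and 0.00167 from DESeq2). The median of the BMP list was -0.29 while its camera test pointed up (adjusted p = 0.553, adjusted p = 0.787 with an estimated correlation). Among the 6 genes of other pathways in Fig. 3D, ITGB6, LIF and DACT1 were higher and HES5, WNT4 and WNT10A lower by DESeq2. ITGB6, the β subunit of an integrin that activates TGF-β, was at 884 ± 197 CPM in the model and 269.9 ± 84.6 CPM in the 2D control (adjusted p = 2.38e-05 from DESeq2). HES5, a Notch target, was at 0.672 ± 0.403 CPM in the model and 7.57 ± 5.09 CPM in the 2D control (adjusted p = 7.28e-06 from DESeq2). As a list these 6 had an adjusted p of 0.949 from camera.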

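By camera with a preset correlation, inflammatory, mesenchymal, TGF-β and matrix lists were higher and epithelial differentiation lists lower in the libraries of the 3D pterygium model. With an estimated correlation between genes, 0 lists passed against the 2D or the 3D control, at an adjusted p of at least 0.0737 and 0.191. Of the 38 lists with enough genes to test, camera with the preset correlation called 18 higher and 4 lower in the model than in the 2D control. Against the 3D control it called 20 higher and 6 lower. Macrophage markers were among the lists that were higher in both comparisons and fibroblast markers among those higher than in the 2D control, so the counts do not show which cells held these genes. Against the 3D control the fibroblast list had an adjusted p of 0.0323 from camera (adjusted p = 0.44 with an estimated correlation). It did not pass without a filter on low counts (0.206) or without model replicate 1 (0.0897), model replicate 3 (0.473), 3D control replicate 1 (0.188) or 3D control replicate 2 (0.207). The 4 lists that were lower than in the 2D control were both epithelial lists chosen by the study, keratinization and mucosal differentiation. The 9 inflammatory genes of Fig. 3D had a median log2 fold change of 1.24 between the model and the 3D control (adjusted p = 0.000124 from camera, adjusted p = 0.305 with an estimated correlation) and of 2.86 between the 3D control and the 2D control, or 2.30 with TRIM72 at its bound (adjusted p = 1.26e-05 from camera, adjusted p = 0.411 with an estimated correlation). Against the 3D control, DESeq2 called TNFAIP8 (adjusted p = 0.00396) and IL11 (adjusted p = 0.000282) higher, while IL6 had an adjusted p of 0.436. The 6 mesenchymal genes had a median of 1.47 (adjusted p = 0.00114 from camera, adjusted p = 0.191 with an estimated correlation) and the 6 epithelial genes one of -1.54 (adjusted p = 0.00439 from camera, adjusted p = 0.309 with an estimated correlation) between the model and the 3D control. The 8 TGF-β/BMP genes had a median of 1.04 (adjusted p = 1.04e-05 from camera, adjusted p = 0.223 with an estimated correlation), and RUNX1 and TGFB1I1 passed in DESeq2. The study chose these lists on the same libraries, so they are not independent evidence. As the medium of the 3D control is not stated, its part in the differences from the 3D control is not known. From the rise of inflammatory, EMT and TGF-β/BMP genes and the fall of epithelial markers, the paper concludes that the printed hCjSCs responded to the microenvironment of the model with inflammation and EMT.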

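SIRT1, a deacetylase of histones and other proteins on chromosome 10 of GRCh38 from 67884656 to 67918390, was the 1 gene that DESeq2 called among 40 epigenetic regulators between the 3D pterygium model and the 2D control. It was at 31.1 ± 5.27 CPM (SD, n = 3) in the model and 11.4 ± 1.62 CPM (SD, n = 3) in the 2D control, a log2 fold change of 1.45 (standard error 0.25 and adjusted p = 0.0679 from edgeR, adjusted p = 6.33e-06 from DESeq2). The 3 genes of Supplementary Figure S4B had positive log2 fold changes that did not pass. KDM6B, a histone H3 lysine demethylase on chromosome 17 from 7839904 to 7854796, was at 128.9 ± 44.9 CPM in the model and 57.4 ± 16.1 CPM in the 2D control (log2 fold change 1.17, standard error 0.285, adjusted p = 0.108 from edgeR and 0.0237 from DESeq2). HDAC5, a class IIa histone deacetylase on chromosome 17 from 44076746 to 44123702, was at 34.1 ± 4.28 CPM in the model and 17.3 ± 5.75 CPM in the 2D control (log2 fold change 0.97, standard error 0.26, adjusted p = 0.127 from edgeR and 0.0497 from DESeq2). DNMT3B, a de novo DNA methyltransferase on chromosome 20 from 32762385 to 32809356, was at 7.30 ± 1.71 CPM in the model and 4.14 ± 0.435 CPM in the 2D control (log2 fold change 0.82, standard error 0.416, adjusted p = 0.378 from edgeR and 0.122 from DESeq2). Adjusted over the list alone, 2 of these 3 genes passed in edgeR, but the study chose them on the same libraries and they are not independent evidence. Against the 3D control, HDAC5 passed in DESeq2 (adjusted p = 0.00472). For the list of 40 regulators the median log2 fold change between the model and the 2D control was 0.06 (adjusted p = 0.102 from camera, adjusted p = 0.393 with an estimated correlation). At an unadjusted p under 0.05 edgeR had 4 of the 40 higher and 2 lower, and 1 passed when adjusted over the list alone.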

As epigenetic regulation has been shown to involve in both pterygium pathogenesis and 3D tissue microenvironment development, these results could indicate the recapitulation of epigenetic activities in the 3D pterygium model [66] [–] [68].

### 3.5. 3D pterygium model exhibited transcriptomic signatures of pterygium

To further understand the molecular features of the 3D pterygium model, we performed GSEA and GO enrichment analysis. 

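Of 27 targets of TNF and NF-κB, 12 were higher in the 3D pterygium model than in the 2D control by DESeq2. PTGS2, the inducible cyclooxygenase on chromosome 1 of GRCh38 from 186671791 to 186680423, was at 270.3 ± 136 CPM (SD, n = 3) in the model and 11.1 ± 5.68 CPM (SD, n = 3) in the 2D control, a log2 fold change of 4.61 (standard error 0.889 and adjusted p = 0.0761 from edgeR, adjusted p = 1.56e-17 from DESeq2). CXCL2, a chemokine that attracts neutrophils, was at 221 ± 57.5 CPM in the model and 30.5 ± 8.16 CPM in the 2D control (adjusted p = 2.01e-15 from DESeq2). Of these targets 0 fell by DESeq2, and edgeR had 15 higher and 0 lower at an unadjusted p under 0.05. In edgeR 0 passed at 0.01 when adjusted over the list alone, and 14 at 0.05. The median log2 fold change of the 26 tested was 1.28 (adjusted p = 3.24e-10 from camera, adjusted p = 0.197 with an estimated correlation). Of 25 EMT and mesenchymal genes, 12 rose by DESeq2, 13 did not pass and 23 had a log2 fold change above 0. CALD1, an actin-binding protein of contractile cells, was at 303 ± 25.4 CPM in the model and 158 ± 8.99 CPM in the 2D control (adjusted p = 0.000583 from DESeq2). MMP9, a gelatinase, was at 131 ± 104 CPM in the model and 2.96 ± 3.32 CPM in the 2D control and did not pass (adjusted p = 0.0151 from DESeq2). The median of this list was 1.71 (adjusted p = 1.48e-10 from camera, adjusted p = 0.0758 with an estimated correlation). In edgeR 0 of its genes passed at 0.01 when adjusted over the list alone, and 15 at 0.05. Among 22 EGF ligands and genes of the ERK response, DESeq2 called HBEGF, SPRY2 and IER3 higher, and IER3 is uncertain because its exons overlap another gene. HBEGF, an EGF receptor ligand, was at 182 ± 40.0 CPM in the model and 66.6 ± 15.3 CPM in the 2D control (adjusted p = 5.56e-05 from DESeq2). The EGF list had a median of 0.76 (adjusted p = 0.00163 from camera, adjusted p = 0.314 with an estimated correlation), and 1 gene passed when adjusted over the list alone. Among 23 keratinization genes in the DESeq2 test, 7 were lower in the model and 0 higher. IVL, the cornified envelope protein involucrin on chromosome 1 from 152908546 to 152911886, was at 47.9 ± 21.2 CPM in the model and 390 ± 325 CPM in the 2D control (adjusted p = 0.131 from edgeR and 0.00109 from DESeq2). FLG, the epidermal barrier protein filaggrin, was at 2.46 ± 0.267 CPM in the model and 7.67 ± 1.3 CPM in the 2D control (adjusted p = 4.38e-06 from DESeq2). In edgeR 12 keratinization genes were lower and 0 higher at an unadjusted p under 0.05. Their median in edgeR was -1.43 (adjusted p = 5.17e-05 from camera, adjusted p = 0.332 with an estimated correlation). Of 21 genes of mucosal epithelial differentiation, DESeq2 called 4 lower (KRT4, KRT13, MUC22 and S100P) and 0 higher, with a median of -0.997 (adjusted p = 0.00163 from camera, adjusted p = 0.431 with an estimated correlation). In edgeR, 5 mucosal and 8 keratinization genes passed at 0.05 when adjusted over the list alone, and 0 of either list at 0.01. For the mucosal genes 8 were lower and 1 higher at an unadjusted p under 0.05. The dissociation and heat-shock list, which shares EGR1 and FOS with the EGF list, had a mean level of 8.17 to 8.24 on the log2(CPM + 1) scale in the model libraries and 6.46 to 7.1 in the 2D control libraries.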

GSEA revealed that the 3D pterygium model expressed enriched gene hallmarks of TNF-α/NF-κB signaling, EMT, and EGF signaling, while the controls showed enrichment involved in epithelial differentiation and keratinization (Fig. 4A, Supplementary Figure S4C). GO enrichment analysis showed the overrepresented GO terms were correlated to the organization of cell-cell and cell-substrate junction, EMT, Notch signaling, DNA damage response, endoplasmic reticulum (ER) unfolded protein response (UPR), interleukin production, and angiogenesis regulation in the 3D pterygium model, while GO terms correlated to epithelial cell differentiation, keratinization, and canonical Wnt signaling were downregulated (Fig. 4B). 

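Of 23 genes of the ER unfolded protein response (UPR), DESeq2 called 4 higher in the 3D pterygium model than in the 2D control and 19 did not pass. ATF3, a stress-induced transcription factor on chromosome 1 of GRCh38 from 212565334 to 212620777, was at 423 ± 42.3 CPM (SD, n = 3) in the 3D pterygium model, 118 ± 156 CPM (SD, n = 3) in the 3D control and 10.8 ± 7.15 CPM (SD, n = 3) in the 2D control. Its log2 fold change over the 2D control was 5.29 (standard error 1.04 and adjusted p = 0.0768 from edgeR, adjusted p = 2.91e-29 from DESeq2). HSPA5, the main chaperone of the ER on chromosome 9 from 125234853 to 125241343, was at 894 ± 63.6 CPM in the model and 370 ± 81.1 CPM in the 2D control (adjusted p = 5.9e-05 from DESeq2). CHAC1, a glutathione-degrading enzyme induced by the UPR, was at 15.3 ± 2.25 CPM in the model and 2.94 ± 1.69 CPM in the 2D control (adjusted p = 3.06e-06 from DESeq2). The other gene called was PPP1R15A, and 3 UPR genes passed in edgeR when adjusted over the list alone. ATF3 also belongs to the dissociation and heat-shock list, which moved with this group, at a mean level of 8.17 to 8.24 on the log2(CPM + 1) scale in the model libraries and 6.46 to 7.1 in the 2D control libraries. In edgeR 9 of the 23 were higher and 0 lower at an unadjusted p under 0.05. The UPR list had a median log2 fold change of 0.50 (adjusted p = 7.08e-06 from camera, adjusted p = 0.152 with an estimated correlation). Of 21 p53 targets and DNA damage genes, 3 rose by DESeq2 and 18 did not pass. GADD45A, a growth-arrest gene on chromosome 1 from 67685201 to 67688334, was at 231 ± 39.1 CPM in the model and 105.9 ± 2.7 CPM in the 2D control (adjusted p = 0.0484 from edgeR and 0.000149 from DESeq2). BBC3 and PMAIP1, pro-apoptotic targets of p53, had adjusted p-values of 0.000127 and 0.000265 from DESeq2. As a list the p53 targets had a median of 0.01 (adjusted p = 0.158 from camera), with 2 genes past 0.01 when adjusted over the list alone. Of 18 Notch pathway genes tested, DESeq2 called JAG1, HEY1 and MFNG higher and HES5 lower. JAG1, a Notch ligand on chromosome 20 from 10637684 to 10673999, was at 986 ± 112 CPM in the model and 409 ± 67.0 CPM in the 2D control (adjusted p = 1.69e-05 from DESeq2). The Notch list had a median of -0.30 (adjusted p = 0.702 from camera). When adjusted over the list alone, 2 genes were higher and 1 lower at 0.05, and 0 passed at 0.01. Of the canonical Wnt genes, WNT4 and WNT10A were lower by DESeq2. WNT10A, a Wnt ligand of epithelia, was at 20.0 CPM in the model and 68.0 ± 41.6 CPM in the 2D control (adjusted p = 0.00272 from DESeq2), and the list had an adjusted p of 0.832 from camera. Among 20 genes of epithelial junctions, 0 passed in DESeq2 or edgeR over all genes or when adjusted over the list alone, and edgeR had 4 lower and 1 higher at an unadjusted p under 0.05. CLDN7, a tight junction claudin, was at 137 ± 55.7 CPM in the model and 378 ± 192 CPM in the 2D control (adjusted p = 0.0309 from DESeq2). The junction list had a median of -0.19 (adjusted p = 0.0678 from camera, 0.00118 without 2D control replicate 1, 0.0454 without model replicate 2 and 0.0157 with no filter on low counts).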

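Of 22 basement membrane and integrin genes and 18 genes of the interstitial matrix, DESeq2 called 9 and 9 higher in the 3D pterygium model than in the 2D control. POSTN, the matricellular protein periostin on chromosome 13 of GRCh38 from 37562583 to 37598844, was at 28.5 ± 18.0 CPM (SD, n = 3) in the model and 0.106 ± 0.138 CPM (SD, n = 3) in the 2D control, a log2 fold change of 7.97 (standard error 1.25 and adjusted p = 0.0543 from edgeR, adjusted p = 6.4e-25 from DESeq2). LAMA3, a laminin chain of epithelial basement membranes, was at 2826 ± 626 CPM in the model and 879 ± 227 CPM in the 2D control (adjusted p = 5.85e-06 from DESeq2). COL7A1, the collagen of anchoring fibrils on chromosome 3 from 48564073 to 48595267, was at 1174 ± 260 CPM in the model and 337 ± 56.2 CPM in the 2D control, a log2 fold change of 1.80 (standard error 0.342 and adjusted p = 0.0756 from edgeR). Of the basement membrane and integrin genes, DESeq2 called 0 lower, and 5 passed in edgeR when adjusted over the list alone. edgeR had 14 of them higher and 0 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.92 (adjusted p = 2.56e-08 from camera, adjusted p = 0.0737 with an estimated correlation). Of the interstitial matrix genes, DESeq2 called 0 lower, and edgeR had 15 higher and 0 lower at an unadjusted p under 0.05. MFAP2, a microfibril protein, was at 31.5 ± 6.15 CPM in the model and 7.10 CPM in the 2D control (adjusted p = 1.75e-10 from DESeq2). TNC, the matricellular protein tenascin C, was at 172 ± 105 CPM in the model and 42.5 ± 5.65 CPM in the 2D control (adjusted p = 0.000175 from DESeq2). COL1A1, a chain of type I collagen, was at 84.6 ± 49.2 CPM in the model and 18.2 ± 12.7 CPM in the 2D control and did not pass (adjusted p = 0.0138 from DESeq2). The median of the interstitial list was 2.18 (adjusted p = 8.09e-08 from camera, adjusted p = 0.187 with an estimated correlation), with 2 genes past 0.01 when adjusted over the list alone. Markers of fibroblasts, which make the interstitial collagens, moved with this group. Of 12 fibroblast markers tested, DESeq2 called COL1A2, DCN and PRRX1 higher, and the median was 2.89 (adjusted p = 0.000136 from camera, adjusted p = 0.197 with an estimated correlation).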

The top up-regulated terms from the cellular component domain highlighted the ECM organization and the cell-cell, cell-substrate interaction (Fig. 4C). The key molecular function terms involved in glucocorticoid receptor signaling, vascular endothelial growth factor (VEGF) signaling, and TGF-β signaling (Fig. 4D). In comparison with the 3D control, the 3D pterygium model showed upregulated GO terms correlated to platelet-derived growth factor receptor (PDGFR) signaling pathway, EMT, angiogenesis, inflammatory response and cell junction organization (Supplementary Figure S4D). 

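Of 10 tested genes induced by glucocorticoids, DESeq2 called 5 higher in the 3D pterygium model than in the 2D control. PER1, a circadian regulator with glucocorticoid response elements on chromosome 17 of GRCh38 from 8140472 to 8156506, was at 172.6 ± 33.7 CPM (SD, n = 3) in the model and 39.8 ± 11.3 CPM (SD, n = 3) in the 2D control, a log2 fold change of 2.12 (standard error 0.242, adjusted p = 0.0348 from edgeR and 0.00975 with the replicate number as a block). TSC22D3, the glucocorticoid-induced leucine zipper protein, was at 282 ± 92.0 CPM in the model and 61.1 ± 5.4 CPM in the 2D control (adjusted p = 2.1e-09 from DESeq2). SGK1, a kinase induced by glucocorticoids, was at 259 ± 50.0 CPM in the model and 73.7 ± 13.2 CPM in the 2D control (adjusted p = 1.47e-08 from DESeq2). The others called higher were KLF9 and DUSP1, 0 were lower, and 5 passed in edgeR when adjusted over the list alone. The median log2 fold change was 0.89 (adjusted p = 1.03e-06 from camera, adjusted p = 0.0737 with an estimated correlation). DUSP1 also belongs to the dissociation and heat-shock list. VEGFC, a lymphangiogenic growth factor on chromosome 4 from 176683538 to 176792922, was at 50.6 ± 4.16 CPM in the model and 17.7 ± 4.04 CPM in the 2D control, a log2 fold change of 1.51 (standard error 0.264 and adjusted p = 0.0692 from edgeR, adjusted p = 6.76e-06 from DESeq2). SPHK1, a kinase that makes sphingosine-1-phosphate, was at 221 ± 27.9 CPM in the model and 82.8 ± 29.7 CPM in the 2D control (adjusted p = 0.00146 from DESeq2). VEGFA was at 263 ± 113 CPM in the model and 209 ± 83.0 CPM in the 2D control and did not pass (adjusted p = 0.826 from DESeq2). Of 21 angiogenic factors, DESeq2 called 6 higher (VEGFC, SPHK1, NRP2, HBEGF, RGCC and EFNB2, the last uncertain because its exons overlap another gene) and 0 lower, and 3 passed when adjusted over the list alone. The median was 0.76 (adjusted p = 3.45e-05 from camera, adjusted p = 0.197 with an estimated correlation). Endothelial markers were counted in the same libraries, and the summed level of 10 of them that lie under 0.1 CPM in the controls was 1.01, 1.86 and 8.1 CPM in the 3 model libraries and at most 0.542 CPM in a control library. INHBA, a subunit of activins on chromosome 7 from 41667168 to 41705834, was at 987 ± 217 CPM in the model and 89.3 ± 63.2 CPM in the 2D control, a log2 fold change of 3.47 (adjusted p = 0.0889 from edgeR and 3.96e-11 from DESeq2). Of 20 genes of TGF-β signaling and its targets, 6 rose by DESeq2 (SMAD7, TGFBI, TGIF1, KLF11, INHBA and TGFB1I1) and 0 fell, and 6 passed when adjusted over the list alone. The study picked all 6 on these libraries, 5 for Fig. 3D and INHBA for Supplementary Table 3, so they are not independent evidence. The TGF-β list had a median of 0.76 (adjusted p = 2.1e-06 from camera, adjusted p = 0.0737 with an estimated correlation).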

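Of 21 angiogenic factors, DESeq2 called 6 higher in the 3D pterygium model than in the 3D control, and some EMT genes were higher too. STC1, a secreted glycoprotein induced by VEGF, was at 38.3 ± 18.1 CPM (SD, n = 3) in the model and 6.16 ± 3.08 CPM (SD, n = 3) in the 3D control (adjusted p = 6.43e-07 from DESeq2). PGF, a ligand of VEGF receptor 1 on chromosome 14 of GRCh38 from 74941834 to 74955626, was at 36.3 ± 9.76 CPM in the model and 12.5 ± 1.03 CPM in the 3D control (adjusted p = 2.77e-06 from DESeq2). VEGFA had a log2 fold change of 1.46 over the 3D control (standard error 0.359 and adjusted p = 0.172 from edgeR, adjusted p = 0.000495 from DESeq2). Of the angiogenic factors 0 fell by DESeq2, and 2 passed in edgeR when adjusted over the list alone. At an unadjusted p under 0.05 edgeR had 12 higher and 0 lower. The list's median was 0.72 (adjusted p = 4.39e-06 from camera, adjusted p = 0.223 with an estimated correlation). Among 25 EMT genes, those that DESeq2 called higher included VIM, ZEB2, TNC and LOXL2, and S100A4 was called lower. edgeR called 0 EMT genes, with 9 higher and 1 lower at an unadjusted p under 0.05. LOXL2, a lysyl oxidase that crosslinks collagen, was at 123 ± 48.2 CPM in the model and 28.7 ± 14.7 CPM in the 3D control (adjusted p = 0.000103 from DESeq2). S100A4, a calcium-binding protein of motile cells, was at 259 ± 93.2 CPM in the model and 894.5 ± 378 CPM in the 3D control (adjusted p = 7.63e-05 from DESeq2). The EMT list had a median of 1.08, with 24 of 25 genes above 0 (adjusted p = 1.79e-05 from camera, adjusted p = 0.259 with an estimated correlation). Of the PDGF ligands and receptors, PDGFC was at 49.0 ± 4.88 CPM in the model and 29.7 ± 5.09 CPM in the 3D control (adjusted p = 0.203 from edgeR and 0.0281 from DESeq2). PDGFA (adjusted p = 0.196 from DESeq2) and the receptor PDGFRB (adjusted p = 0.921 from DESeq2) did not pass either, and these 3 genes were chosen after their values were seen. TNF/NF-κB targets had a median of 0.46 (adjusted p = 0.00957 from camera, 0.0527 without model replicate 2, 0.169 without 3D control replicate 1, and adjusted p = 0.517 with an estimated correlation), and BIRC3, an inhibitor of apoptosis induced by NF-κB, fell from 169 ± 30.9 to 53.4 ± 19.6 CPM (adjusted p = 9.49e-06 from DESeq2). Of 21 mucosal differentiation genes, DESeq2 called 10 lower and 11 did not pass. KRT78, a keratin of stratified epithelia, was at 53.4 CPM in the model and 287 CPM in the 3D control (adjusted p = 4.24e-09 from DESeq2). This list had a median of -1.66 (adjusted p = 6.17e-05 from camera, adjusted p = 0.355 with an estimated correlation). Of the 20 junction genes, CLDN7 and CGN were lower by DESeq2 and 0 were higher, with a median of -0.23 (adjusted p = 0.13 from camera, and 0.0431 with no filter on low counts). Of 22 EGF ligands and ERK response genes, 5 rose by DESeq2 and 0 fell, with a median of 0.61 (adjusted p = 0.000345 from camera, adjusted p = 0.309 with an estimated correlation). EGR2, a transcription factor of that response, was at 3.40 ± 0.92 CPM in the model and 0.0707 ± 0.0744 CPM in the 3D control (adjusted p = 1.1e-11 from DESeq2). Macrophage markers moved with these groups, and DESeq2 called 13 of the 19 it tested higher than in the 3D control and 0 lower. The dissociation and heat-shock list, which shares EGR1 and FOS with the EGF list, was also higher (median 1.13, adjusted p = 6.17e-05 from camera). So were fibroblast markers (adjusted p = 0.0323 from camera, 0.473 without model replicate 3), and neither list passed with an estimated correlation. With the medium and batch of the 3D control not stated, the differences from it cannot be assigned to co-culture.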

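Of the 21 genes of the dissociation and heat-shock list, DESeq2 called 9 higher in the 3D pterygium model than in the 2D control, and 12 did not pass, among them the early-response genes FOS and EGR1. JUND, a subunit of AP-1, was at 261 ± 77.3 CPM (SD, n = 3) in the model and 53.8 CPM in the 2D control, a log2 fold change of 2.28 (adjusted p = 0.0731 from edgeR and 1.73e-11 from DESeq2). KLF6, an early-response zinc finger factor, was at 1034 ± 118 CPM in the model and 178 CPM in the 2D control (adjusted p = 3.08e-10 from DESeq2). NR4A1, an early-response nuclear receptor, was at 106 ± 25.4 CPM in the model and 9.25 ± 6.61 CPM in the 2D control (adjusted p = 3.71e-08 from DESeq2), and it was chosen after its values were seen. The 9 genes called were early-response genes (FOSB, JUN, JUND, ATF3, ZFP36, DUSP1, NR4A1, SOCS3 and KLF6). HSPA1A and HSPA8, chaperones of the heat-shock response, were at 97.3 ± 42.3 and 1289 ± 190.3 CPM in the model and 50.3 ± 27.0 and 1806 ± 697 CPM in the 2D control and did not pass, and both were chosen after their values were seen. The list's median log2 fold change was 0.93 (adjusted p = 2.89e-06 from camera, adjusted p = 0.257 with an estimated correlation), with 8 genes past 0.01 when adjusted over the list alone. STX2, a syntaxin of the plasma membrane on chromosome 12 of GRCh38 from 130789600 to 130839266, was at 16.8 ± 1.37 CPM in the model and 5.61 ± 1.62 CPM in the 2D control, a log2 fold change of 1.58 (standard error 0.287 and adjusted p = 0.07 from edgeR, adjusted p = 5.91e-05 from DESeq2). RAB3A, a GTPase of regulated secretion on chromosome 19 from 18196784 to 18204042, was at 1.29 ± 0.271 CPM in the model and 4.61 ± 1.69 CPM in the 2D control (adjusted p = 0.107 from edgeR and 0.00118 from DESeq2). Of 17 exocytosis genes, STX2 rose and RAB3A fell by DESeq2 and 15 did not pass. edgeR had 3 higher and 4 lower at an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. The exocytosis list had a median of -0.46 (adjusted p = 0.374 from camera, and 0.0469 without 2D control replicate 1). Against the 3D control the exocytosis list was lower (median -0.34, adjusted p = 0.0305 from camera, and 0.122 without 3D control replicate 1). It did not pass there with an estimated correlation, and edgeR had 1 gene higher and 5 lower at an unadjusted p under 0.05.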

Consistently, PPI enrichment analysis highlighted the protein networks associated with inflammatory response, stress response, DNA damage response, and exocytosis in the 3D pterygium model (Fig. 5A). To investigate to what extent the 3D pterygium model could imitate the molecular features of pterygium, we combined the RNA-seq data of normal human conjunctiva and patient-derived pterygium sample from previously published datasets for integrated analysis [49,50]. PCA analysis distinguishes the patient-derived pterygium tissues from the normal conjunctival tissues from healthy donors (Fig. 5B). In addition, the 3D pterygium model exhibits similar transcriptional pattern to patient-derived pterygium tissues but with higher homogeneity (Fig. 5B). To investigate the common gene regulation network between the 3D pterygium model and patient-derived pterygium tissues, we focused on the DEGs of the 3D model that showed consistent expression pattern in the patient-derived pterygium. Totally, 189 consistent upregulated DEGs and 81 consistent downregulated DEGs were identified (Supplementary Table 3). 

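Supplementary Table 3 gives a fold change of the 3D pterygium model for each gene. The copy used here held 191 rows under upregulated and 73 under downregulated genes, where the text of the paper counts 189 and 81. Not every row is a changed gene. MAMDC2-AS1 stood under upregulated at -0.0542 and TBC1D8-AS1 under downregulated at 0.0016, and neither passed in DESeq2. SRGN, a proteoglycan of blood cell granules, was at 5.23 ± 5.31 CPM (SD, n = 3) in the model and 0.380 CPM in the 2D control (adjusted p = 1.68e-05 from DESeq2). CD44, the hyaluronan receptor, was at 1480 ± 123 CPM in the model and 721 ± 61.4 CPM in the 2D control (adjusted p = 0.000153 from DESeq2). MSN, a linker of membrane and actin, was at 862 CPM in the model and 415 CPM in the 2D control (adjusted p = 0.00809 from DESeq2). TLR2, a receptor of bacterial lipoproteins, was at 30.8 ± 8.98 CPM in the model and 11.3 ± 2.87 CPM in the 2D control (adjusted p = 0.000864 from DESeq2). Of the 264 genes, 239 passed at an adjusted p under 0.01 in DESeq2 between the model and the 2D control. In edgeR 0 passed at 0.01 and 6 at 0.05. The sign of the table's fold change was that of edgeR for 242 of the 243 genes edgeR tested. Across genes, Pearson's r between the table and edgeR was 0.936 and Spearman's rho 0.974, with a slope of 1.5 (r 0.965 and slope 1.45 without the 3 genes that had no count in the 2D control). With DESeq2 and a prior on fold changes, r was 0.993, the slope 1.18 and the sign shared by 264 of 264 genes. Genes are not independent replicates, and the table was chosen on these libraries. The patient-derived tissue behind the table's other columns was not analysed here.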

GO enrichment analysis on consistent DEGs comparing different datasets revealed that the 3D pterygium model had upregulation GO terms consistent with the pterygium tissues correlated to activation of immune response, the regulation of cell-cell junctions and cell-substrate junctions, EMT, VEGF production, integrin-mediated signaling pathways, non-canonical Wnt signaling (planar cell polarity), and TGF-β/SMAD signaling (Fig. 5C, Supplementary Figure S4E). These results indicated that the bioprinted 3D pterygium model was able to recapitulate the disease microenvironment of pterygium and transition healthy hCjSCs into the pterygium-relevant pathological state.

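Of the 14 genes of the immune group of Fig. 5C, 13 were higher in the 3D pterygium model than in the 2D control by DESeq2. C1QC, a chain of complement C1q made by macrophages on chromosome 1 of GRCh38 from 22643633 to 22648110, had no count in any of the 6 control libraries and was at 2.48 ± 1.86 CPM (SD, n = 3) in the model. This is at least 88.9-fold higher than in the 2D control (adjusted p = 2.21e-07 from DESeq2) and at least 82.4-fold higher than in the 3D control (adjusted p = 3.31e-07 from DESeq2), against 3 counts over the group. TYROBP, an adaptor of myeloid receptors, was at 0.953 ± 0.643 CPM in the model and at least 34.1-fold higher than in the 2D control, where it had no count (adjusted p = 3.76e-05 from DESeq2). PDE4B, a phosphodiesterase of cyclic AMP, was at 8.91 ± 5.24 CPM in the model and 1.23 ± 0.684 CPM in the 2D control (adjusted p = 0.000305 from DESeq2). RGCC, a regulator of the cell cycle induced by complement, was at 11.4 ± 3.87 CPM in the model and 1.25 ± 0.269 CPM in the 2D control (adjusted p = 0.0951 from edgeR and 6.04e-14 from DESeq2). The gene of this group that did not pass was FCGR2A (adjusted p = 0.0137 from DESeq2). edgeR tested 8 of the 14, and 8 passed at 0.05 and 2 at 0.01 when adjusted over the list alone. The median log2 fold change of these 8 was 3.24 (adjusted p = 1.83e-08 from camera, adjusted p = 0.0761 with an estimated correlation). In the epithelial differentiation group, 11 of 12 genes fell by DESeq2 and FLG-AS1 did not pass (adjusted p = 0.039 from DESeq2). TMEM79, a membrane protein of keratinocytes, was at 25.9 ± 3.16 CPM in the model and 60.8 ± 16.1 CPM in the 2D control (adjusted p = 0.0702 from edgeR and 0.00109 from DESeq2). The median of the 12 was -1.63 (adjusted p = 2.6e-11 from camera, adjusted p = 0.0758 with an estimated correlation), and 11 passed at 0.01 in edgeR when adjusted over the list alone. Both groups were chosen by the study on these libraries and are not independent evidence. Of 13 non-canonical Wnt genes, DESeq2 called DAAM2 higher (adjusted p = 2.79e-05) and 12 did not pass. DAAM2, a formin of the planar cell polarity pathway that is uncertain because 30.1% of its exonic bases overlap another gene, was at 1.22 ± 0.497 CPM in the model and 0.0276 CPM in the 2D control, and the list had a median of 0.32 (adjusted p = 0.054 from camera, 0.0212 without model replicate 1, and adjusted p = 0.271 with an estimated correlation). Markers of macrophages moved with the immune group and share 8 genes with it. CD163, a scavenger receptor of macrophages, had no count in the controls and was at 0.922 ± 0.583 CPM in the model (adjusted p = 3.26e-05 from DESeq2). CSF1R, the receptor of macrophage colony-stimulating factor, was at 1.77 ± 0.356 CPM in the model and 0.0844 ± 0.0311 CPM in the 2D control (adjusted p = 0.0348 from edgeR). Of 20 macrophage markers in the DESeq2 test, 13 were higher and CD14 was lower, and the list had an adjusted p of 7.17e-05 from camera (adjusted p = 0.0758 with an estimated correlation). Of 20 endothelial markers in that test, PECAM1 was higher (adjusted p = 0.00465 from DESeq2), at 1.44 ± 2.02 CPM in the model and 0.035 CPM in the 2D control. The endothelial list had an adjusted p of 0.553 from camera, which was 0.0468 without 2D control replicate 2, 0.0195 without model replicate 1 and 0.00942 with no filter on low counts.

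**Figure D4:**
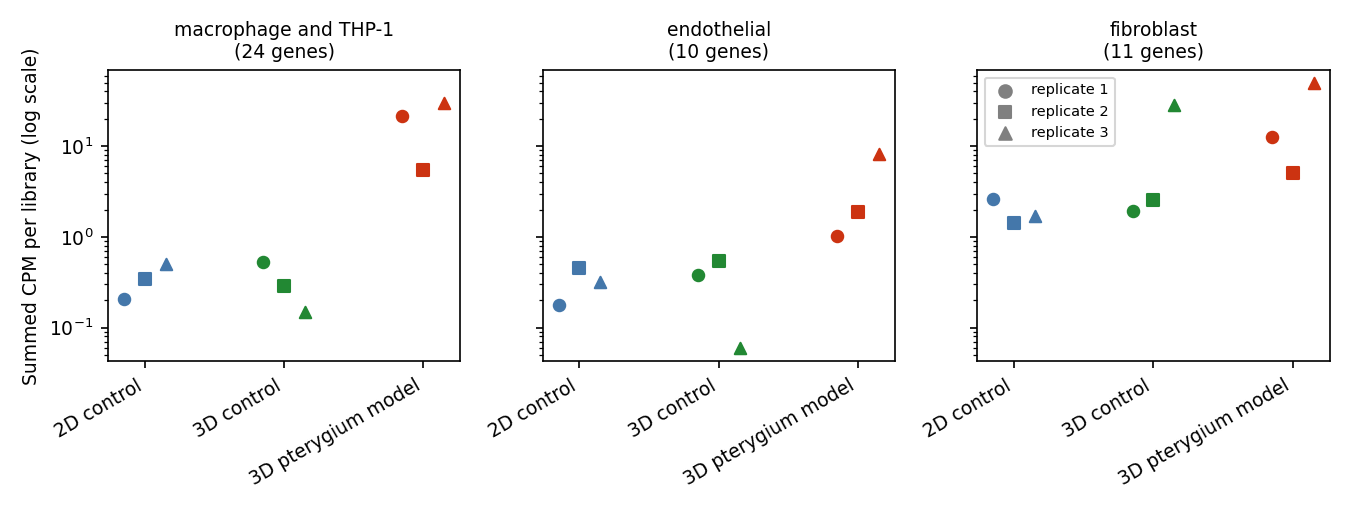
Summed CPM per library, on a log axis, of 24 macrophage and THP-1 genes and 10 endothelial genes that lie under 0.1 CPM in the controls and of 11 fibroblast genes under 1 CPM in the 2D control. Colors mark the groups (blue 2D control, green 3D control, red 3D pterygium model) and circles, squares and triangles mark replicates 1, 2 and 3, and the macrophage and THP-1 sum of model replicate 1 was 21.6 CPM.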

## 4. Conclusion

Pterygium is a pathological conjunctival overgrowth with chronic inflammation and angiogenesis that could result in blindness [7,8,16]. Effective and reproducible disease models are needed to decipher the pathogenesis and explore new therapeutic approaches for pterygium [18,19]. Here, based on *in vitro* expansion and DLP-based 3D bioprinting of hCjSCs, we developed an *in vitro* multicellular pterygium disease model. The bioprinted pterygium model consisted of hCjSCs from healthy donors, macrophages, HUVECs, and fibroblasts mimicking the multicellular pterygium microenvironment. By performing global transcriptomic analysis with RNA-seq, we found that the hCjSCs in the bioprinted 3D model exhibited pathological features highlighting inflammatory response and EMT. Further comparative analysis with published data of patient-derived pterygium tissues confirmed the presence of pterygium signatures in our bioprinted 3D pterygium model.

Despite the clinical need of hCjSCs, protocols for developing effective hCjSC models have not been publicly reported in full [37,39,42]. Consistent with other reported culture of human epithelial stem cells and our previous report on rabbit CjSCs, CjSCM with the inhibition on TGF-β signaling and BMP signaling, as well as the ROCK signaling, was able to support the efficient *in vitro* expansion of hCjSCs while maintaining the stemness and differentiation potency [44,69,70]. As we generated large amount of cells from a small amount of starting materials for the experiment, our culture method could combine with impression cytology for a future clinical study [71]. In addition, with the DLP-based 3D bioprinting, we fabricated GelMA hydrogel scaffolds supporting the viability and stem cell properties of the encapsulated hCjSCs. The rapid, scalable, reproducible fabrication with DLP-based 3D bioprinting made this model highly valuable and clinically translatable for personalized medicine [72]. The flexible pattern design also enabled convenient modification on the models to adapt different biomedical applications in the future.

3D engineered models with control in geometry, cell distribution, and ECM composition were shown to better mimic the physiological or pathological microenvironment compared to the 2D cell monolayer and had higher scalability and reproducibility over animal models [25,73, 74]. To recapitulate the pterygium microenvironment, we integrated hCjSCs with immune cells and vascular cells in the bioprinting to develop a 3D pterygium model and performed RNA-seq to evaluate the model [12,60]. Vast differences in gene expression were found in DEG analysis comparing hCjSCs from the 3D pterygium model with the 2D and 3D control, indicating the bioprinted multicellular 3D microenvironment significantly altered the state of encapsulated cells. The GSEA and GO enrichment analysis indicated that the hCjSCs in the 3D pterygium model were under ER stress and DNA damage, which were potentially induced by the inflammatory stimulus through TNF-α/NF-κB signaling and interleukin cascade [75-77]. As a result, the cells underwent EMT that was potentially mediated by integrin signaling, TGF-β/SMAD signaling, and Notch signaling [63,78] [–] [81]. In addition, GSEA identified the activation of EGF signaling in the 3D pterygium model, underlining the crosstalk between epithelial cells and macrophages [82,83]. Notably, by comparing our data with the transcriptomic signatures identified in the patient-derived samples, the bioprinted 3D pterygium model was grouped into the pterygium tissues whereas the 2D control was classified into healthy conjunctival tissues, which further confirmed the pathological changes of healthy hCjSCs in the bioprinted model [49,50]. Moreover, the key events and signaling pathways that were highlighted by the transcriptomic analysis are potential targets for developing pharmaceutical treatment of pterygium.

In conclusion, through 3D bioprinting of hCjSCs, we have developed a bioprinted 3D pterygium model presenting the multicellular microenvironment and transcriptomic signatures of pterygium. This is the first reported 3D *in vitro* disease model for pterygium recapitulating pathological features consistent with patient-derived pterygium tissues. Supported by the DLP-based 3D bioprinting technology, this model can potentially support therapeutic development and high-throughput drug screening, as well as the disease mechanism study of pterygium.

## Supplementary Material

suppl

## Figures and Tables

**Fig. 1.**
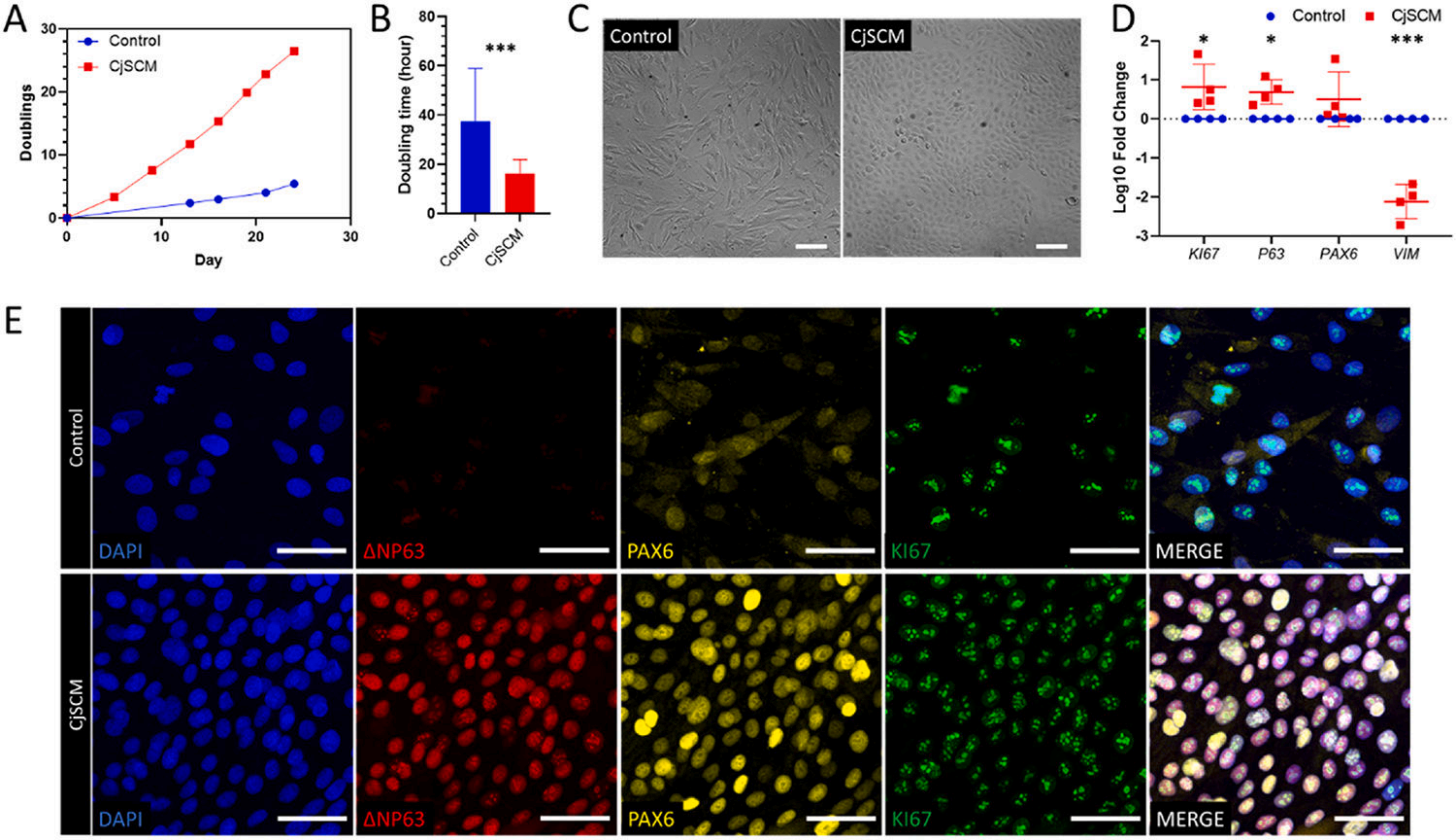
*In vitro* expansion of primary hCjSCs using CjSCM. (A) Representative cumulative quantification plot showed the cell doublings versus the culture time of the human primary conjunctival epithelial cells in culture with CjSCM or control medium. (B) Average cell doubling time of human conjunctival epithelial cells in culture with control medium and CjSCM from passage 1 to 8 (mean ± sd, n = 3; ***: P < 0.001). (C) Cell morphologies of nonconfluent primary human conjunctival epithelial cells cultured with CjSCM or control medium at passage 3. Scale bars: 100 μm. (D) Real time qPCR showing the relative mRNA expression of *KI67* (proliferation), *P63* (stemness), *PAX6* (ocular lineage), *VIM* (mesenchymal lineage) in the cells expanded in CjSCM or control medium (mean ± sd, n = 4, *: P < 0.05, ***: P < 0.001.). (E) Immunofluorescence staining of ΔNP63, PAX6 and KI67 on hCjSCs expanded in CjSCM or control medium at passage 3. Scale bars: 50 μm.

**Fig. 2.**
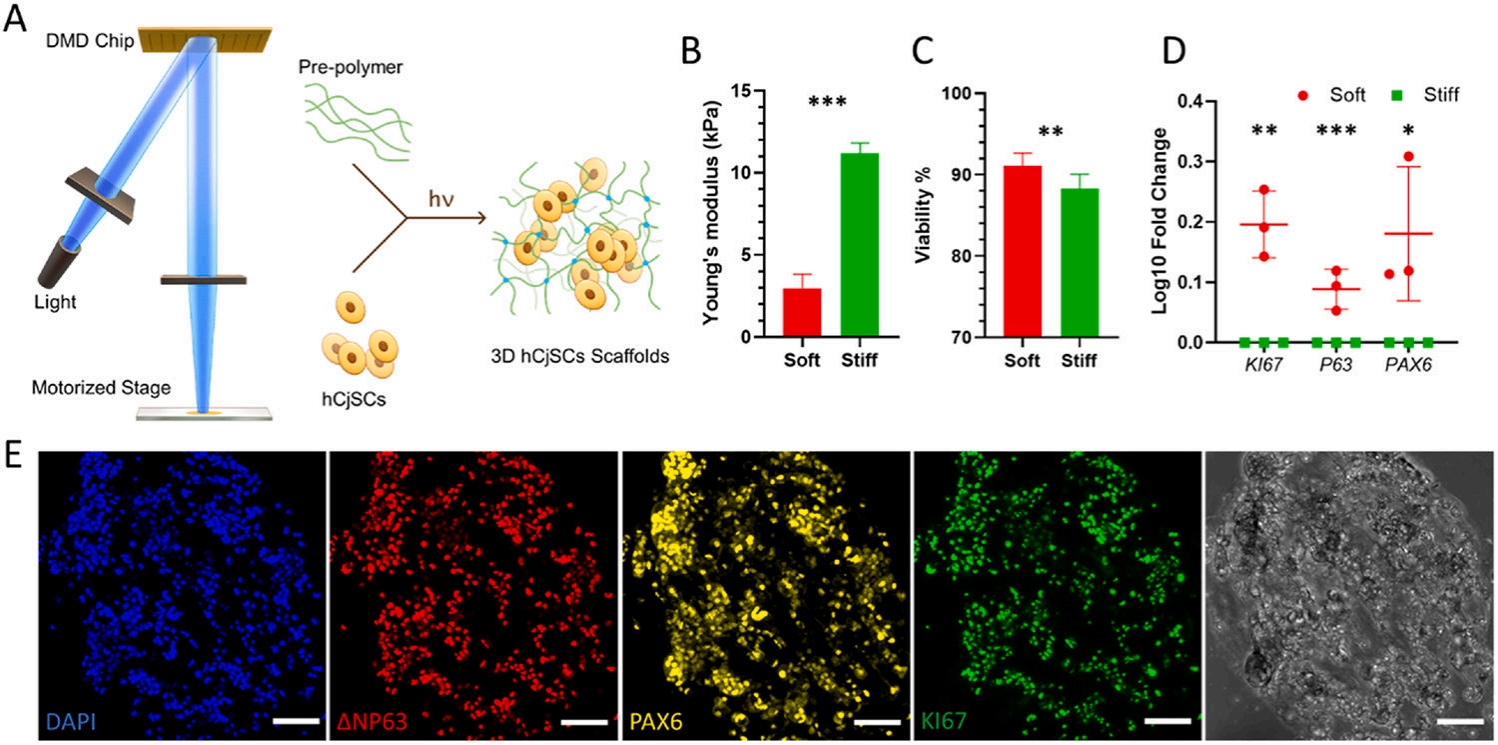
DLP-based 3D bioprinting of hydrogel scaffolds supporting the stemness and functionality of the encapsulated hCjSCs. (A) Schematics of the DLP bioprinter setup and the photopolymerization process to fabricate hydrogel scaffolds encapsulating hCjSCs. (B) Compressive modulus of the hCjSCs encapsulated in soft and stiff bioprinted scaffolds (mean ± sd, n = 3). (C) The ratio of PI-negative population measured with flow cytometry representing the percentage of viable cells in soft and stiff bioprinted scaffolds cultured for 5 days (mean ± sd, n = 3). (D) Real time qPCR showing the relative mRNA expression of *KI67, P63* and *PAX6* of hCjSCs in 2D culture condition (2D control) or 3D hydrogel scaffolds with different stiffness (mean ± sd, n = 3, *: P < 0.05, **: P < 0.01, ***: P < 0.001.). (E) Representative immunofluorescence staining and corresponding bright field images of bioprinted hydrogel scaffolds encapsulating hCjSCs after 2 days of culture expressing ΔNP63, PAX6 and KI67. Scale bars: 100 μm.

**Fig. 3.**
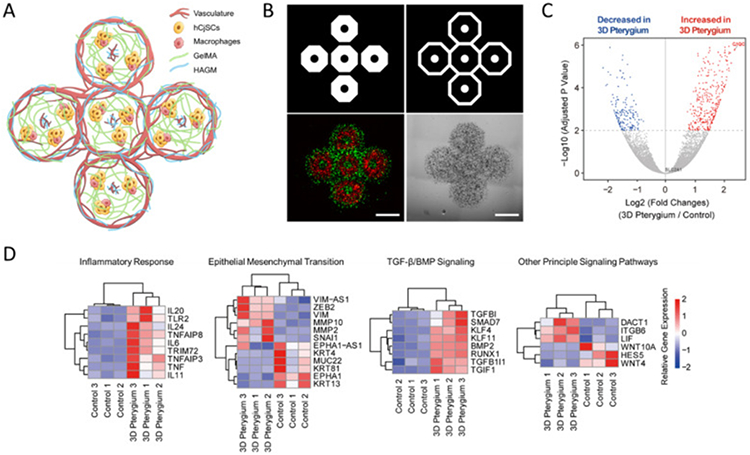
DLP-based 3D bioprinting of multicellular pterygium model with distinct transcriptomic profiles. (A) Illustration of the bioprinted multicellular 3D pterygium model. (B) Representative images of the 3D pterygium model. Red: hCjSCs and macrophages; green: HUVECs and fibroblasts. Scale bars: 1 mm. (C) Volcano plot of global transcriptomic landscape comparing the bioprinted 3D pterygium model with the 2D control. The *x*-axis represents log2 transformed fold changes, and the *y*-axis shows the −log10 transformed *p*-value adjusted for multiple test correction (*n* = 3 per condition). (D) Heatmap of representative DEGs correlated to inflammatory response, epithelial mesenchymal transition, TGF-β/BMP signaling, and other principal signaling pathways in the 3D pterygium model versus the 2D control. Scale bars represent relative gene expression (log2 fold changes).

**Fig. 4.**
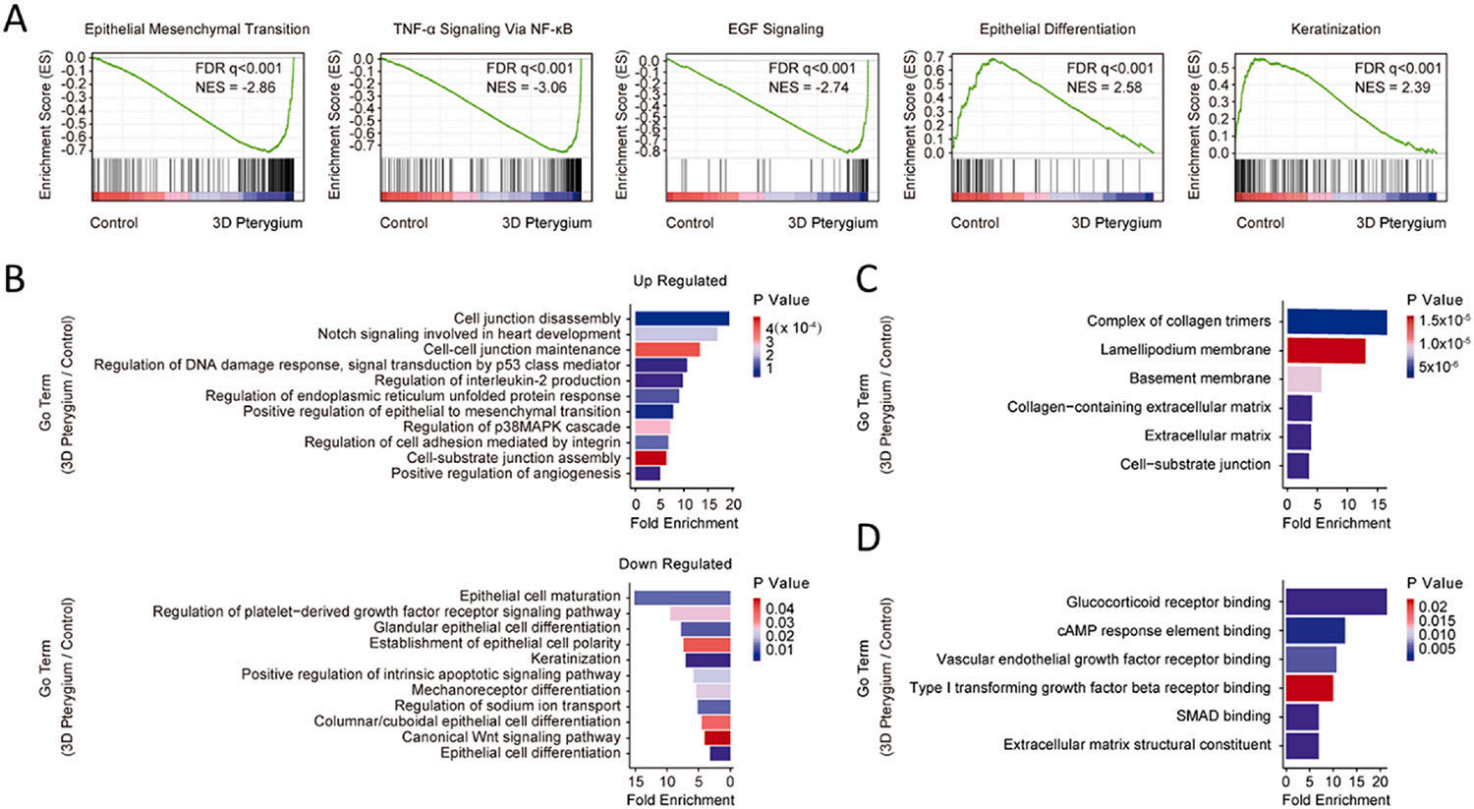
GSEA and GO analysis revealed the pterygium-related pathological features in the 3D pterygium model. (A) Representative GSEA results comparing the 3D pterygium model with the control. FDR: false discovery rate, NES: normalized enrichment score. (B) GO terms enriched in hCjSCs cultured in the 3D pterygium model versus 2D control. (C) Selected upregulated GO terms from the cellular component domain in the 3D pterygium model. (D) Selected upregulated GO terms from the molecular function domain in the 3D pterygium model.

**Fig. 5.**
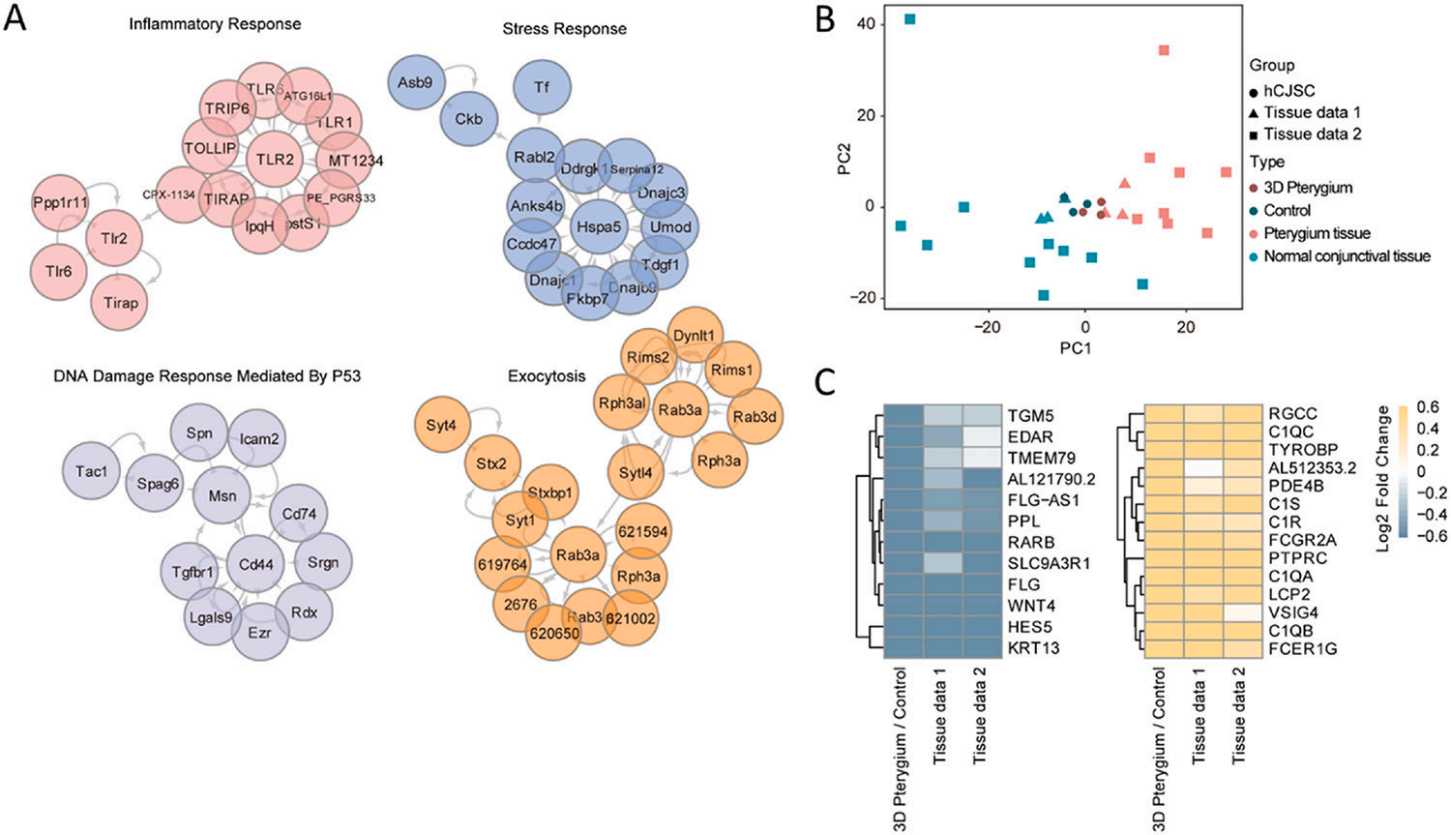
Transcriptome profiles of 3D pterygium model resemble a patient-derived pterygium tissue. (A) PPI enrichment analysis based on the DEGs between the 3D pterygium model and the control. (B) PCA of the global transcriptomic profiles of the hCjSCs from the bioprinted model (3D pterygium) and 2D culture (Control), and human tissues from healthy individuals (normal conjunctival tissue) and pterygium patients (Pterygium tissue). (C) Heatmap of consistent DEGs correlated to activation of immune response and epithelial cell differentiation. Tissue data 1 (X. Liu et al.) and tissue data 2 (Y. Chen et al.) represent human tissue data from two independent studies. Scale bar represents normalized fold change.

## Data Availability

The raw data for the RNA-seq analysis is available on NCBI Gene Expression Omnibus (GEO) with the accession number of GSE180343. The other raw/processed data required to reproduce these findings can be shared by the authors upon request.

## Abbreviations

CjSC: Conjunctival stem cells
DLP: Digital light processing
RNA-seq: RNA sequencing
GelMA: gelatin methacryloyl
HAGM: hyaluronic acid glycidyl methacrylate

# Supplementary material for: Rapid 3D bioprinting of a multicellular model recapitulating pterygium microenvironment
**Source:** Biomaterials. Author manuscript; Available in PMC 2023 May 5.
**Supplement:** suppl

**Supplementary Materials**

**Rapid 3D Bioprinting of a Multicellular Model Recapitulating Pterygium Microenvironment**

*Zheng Zhong^a,1^, Jing Wang ^b,1^, Jing Tian^a,1^, Xiaoqian Deng ^b^, Alis Balayan ^a,c^, Yazhi Sun^a^, Yi Xiang^a^, Jiaao Guan ^a^, Jacob Schimelman^a^, Henry Hwang^a^, Shangting You*^a^*, Xiaokang Wu ^c^, Chao Ma^d^, Xiaoao Shi^a^, Emmie Yao^a^, Sophie X. Deng^d^, Shaochen Chen^a*^*

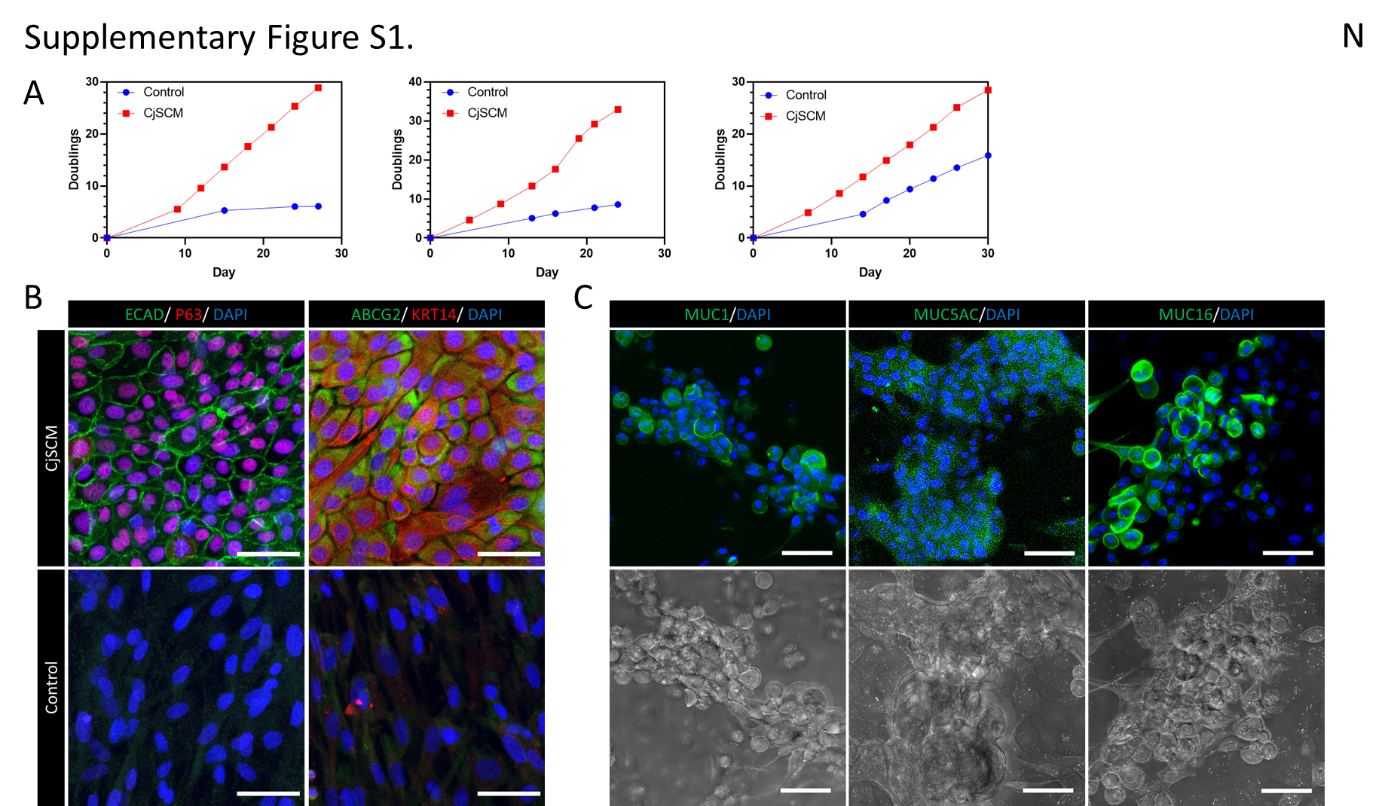

Supplementary Figure S1. (A) Cumulative quantification plots of the cell doublings versus the culture time of primary conjunctival epithelial cells from different individual donors in culture with CjSCM or control medium. (B) Immunofluorescence staining of ECAD/P63 and ABCG2/KRT14 on hCjSCs expanded in CjSCM or control medium at passage 3. Scale bars: 50 μm. (C) Immunofluorescence staining of MUC1, MUC5AC and MUC16, and the corresponding bright field images on the conjunctival goblet cells differentiated from hCjSCs. Scale bars: 50 μm.

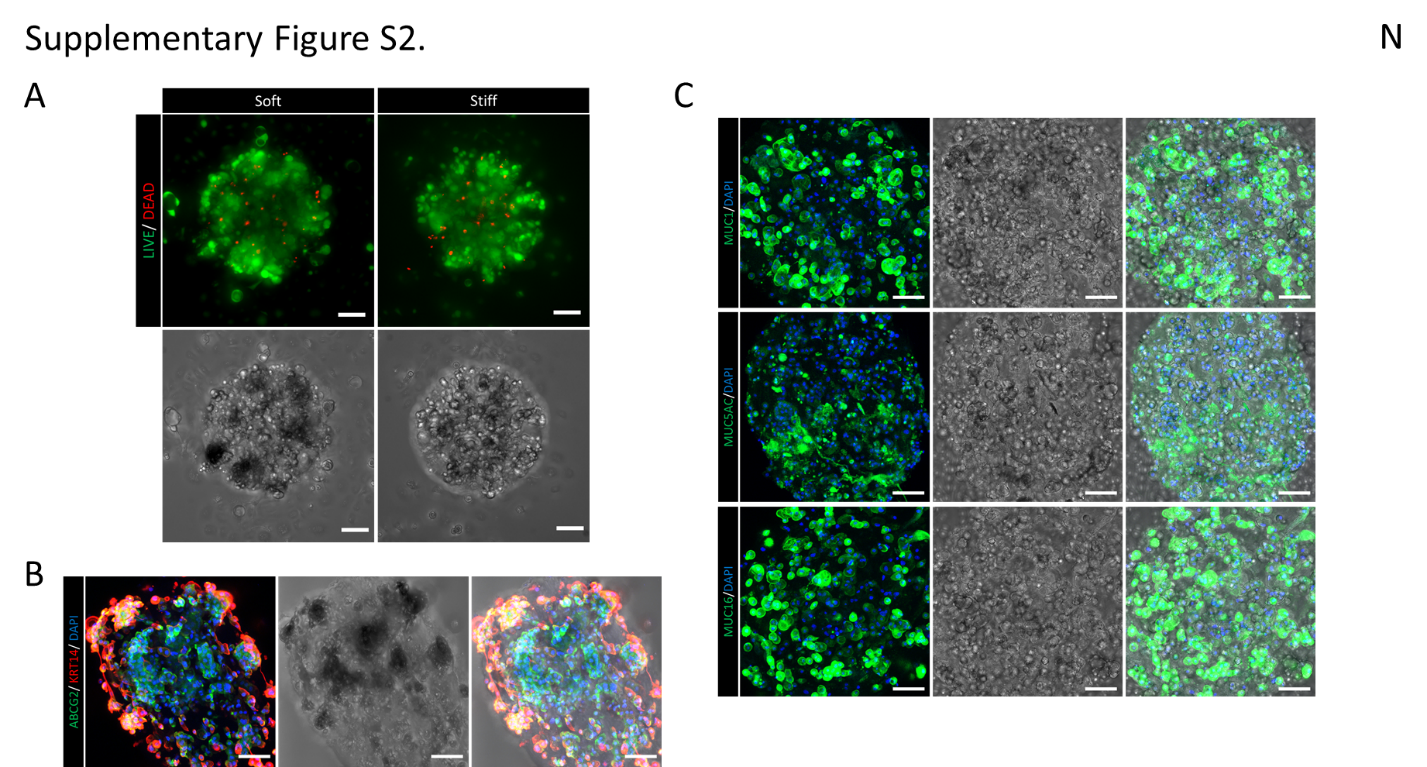

Supplementary Figure S2. (A) Live/Dead® staining was performed on the hydrogel scaffolds encapsulating hCjSCs to compare cell viability in soft and stiff scaffolds after 2 days in culture. Scale bars: 100 μm. (B) Immunofluorescence staining of ABCG2 and KRT14 on bioprinted hydrogel scaffolds encapsulating hCjSCs after 2 days in culture. Scale bars: 100 μm. (C) Immunofluorescence staining of MUC1, MUC5AC and MUC16 on hydrogel scaffolds encapsulating hCjSCs after 7 days of conjunctival goblet cell differentiation. Scale bars: 100 μm.

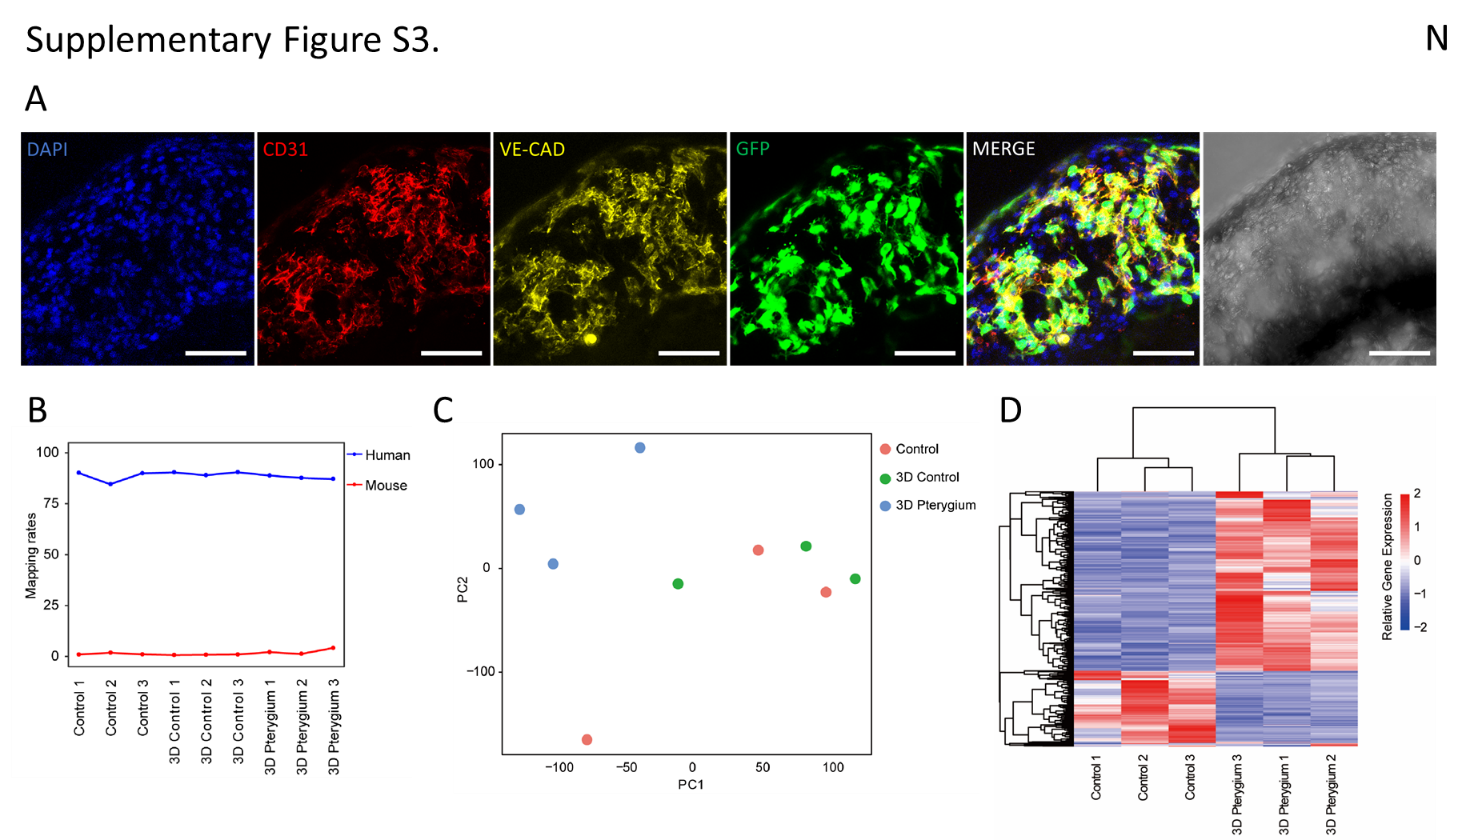

Supplementary Figure S3. (A) Representative immunofluorescent image of the micro-vasculature with the staining of CD31 and VE-CAD in the bioprinted 3D pterygium model after 6 days of co-culture. Scale bars: 100 μm. (B) The mapping rates of the sequencing data with the human genome and the mouse genome. (C) PCA result of the global transcriptomic profiles of the control, the 3D control and the 3D pterygium model. (D) Heatmap showing the unsupervised hierarchical clustering based on the DEGs between the 3D pterygium model and the control. Scale bars represent relative gene expression (log2 fold changes).

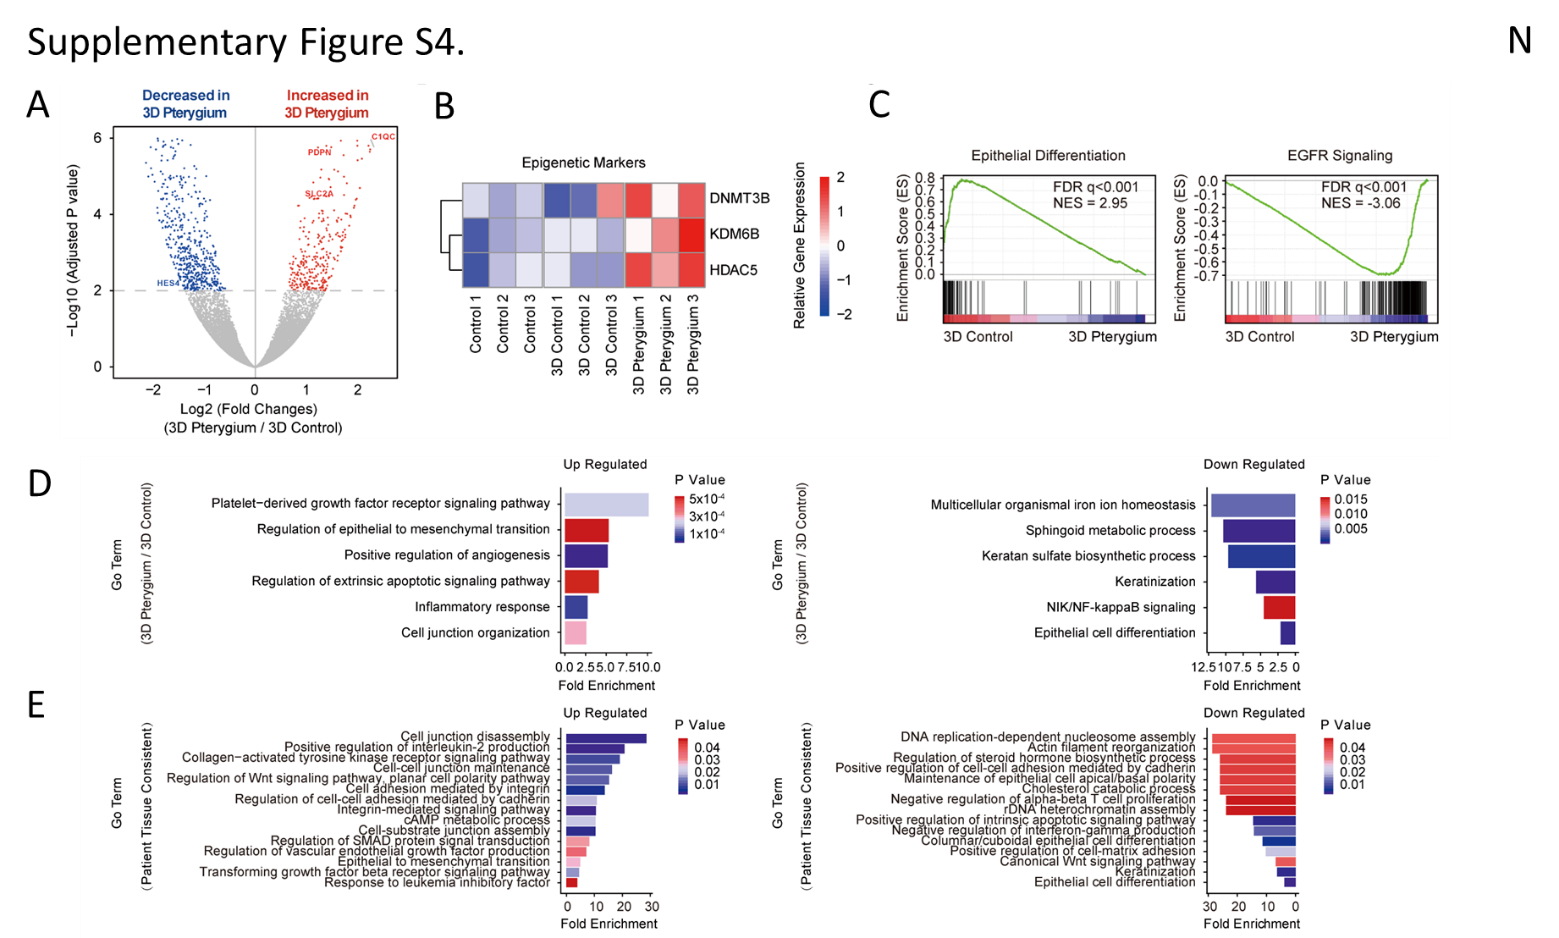

Supplementary Figure S4. (A) Volcano plot of global transcriptomic landscape comparing the 3D pterygium model with the 3D control. (B) Representative epigenetic markers in DEGs. Scale bars represent relative gene expression (log2 fold changes). (C) Representative GSEA showing the enrichment of EGFR signaling in the 3D pterygium compared to the 3D control, and epithelial differentiation in the 3D control compared to the 3D pterygium. (D) GO terms enriched in hCjSCs cultured in the 3D pterygium model versus 3D control. (E) GO enrichment analysis on the consistent DEGs in 3D pterygium model and human patient samples.

How the deposited data were processed for this re-analysis (not part of the article)

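The deposited files hold 1 column of counts for each of 9 RNA libraries of hCjSCs, 3 each of the 2D control, the 3D control and the 3D pterygium model. All columns were mapped to a condition and a replicate number from the sample labels, and 0 columns were left unmapped. To make the counts, the authors trimmed the reads with Trim Galore 0.4.1, aligned them with HISAT2 (version not stated) and counted them with featureCounts 1.6.4 by gene name, without strand and without duplicates, as the deposited file headers state. The counting command carried no paired-end option, and reads that matched several places or several genes were left out. Among genes with 1 to 40 counts, 59.3% to 63.6% had an even count, depending on the library, a share that counting both mates of a pair would raise. The files hold 59471 gene names, of which 36734 had a count in any library, 38586 were matched to a gene type and 31 stood on several chromosomes. The paper's methods name GRCh38.p12. The annotation behind the deposited counts is Ensembl release 102. Coordinates are on GRCh38 and were used only to place genes and to find overlapping exons.

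Counts were compared with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The edgeR test used quasi-likelihood fits with robust estimation, TMM factors, edgeR's filter on low counts and 1 fit of all 9 libraries without a replicate term. It kept 18561 genes, with a common dispersion of 0.151 and a median of 3.29 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method, over all tested genes and, for the genes of a list, over the list alone. A gene was called at an adjusted p under 0.01. DESeq2 was run on the 2 groups compared and on all 9 libraries as alternatives. Lists of genes were written by hand because no collection of pathways was at hand, and stand in for the paper's GSEA and Gene Ontology analysis. Each of the 38 lists with at least 4 tested genes was tested with limma's camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, and called at an adjusted p under 0.05. The test was repeated with the correlation estimated from the data. The PCA used the centered log2 CPM of the 500 most variable tested genes.

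The rule for named genes took the 10 largest rises and the 10 largest falls of each comparison with the model, and the 5 largest of each between the controls. It asked for an adjusted p under 0.01, a mean of at least 5 CPM in the higher group, groups that do not overlap and an approved symbol. It left out X-inactivation and Y-linked genes. It added all genes the paper lists or names and up to 4 genes with the smallest p of each other list. The fold changes of Supplementary Table 3 had been seen when the rule was written. The part on largest changes was applied to DESeq2 after the data were seen.

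The replicate numbers may stand for the 3 donors that the paper names, but the labels do not say so. Across genes, deviations from the group means had a mean correlation of 0.291 between libraries with the same number (9 pairs, 0.00458 to 0.505) and of -0.147 between libraries with different numbers (18 pairs, -0.439 to 0.246). Deviations within a group sum to 0, so the second mean largely follows from the first and is no further evidence of pairing. A pairing was taken up where every pair exceeded 0.1. This held for the model with the 2D control (0.382, 0.505 and 0.159) and with the 3D control (0.178, 0.409 and 0.437), and not for the 2 controls. Fits with the replicate number as a block were run as alternatives. Without that block, p-values measure the spread between the libraries. Other alternatives were other size factors, other filters, other thresholds, protein-coding genes alone and each library left out in turn. Floors for a count of 0 cover counting error only, and take counts as independent fragments.

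The tests were tried on simulated data with 200 changed genes. At an adjusted p under 0.01 edgeR recovered 1.49% of the genes changed 2-fold, 47.8% of those changed 4-fold and 77.3% of those changed 8-fold at the design of the model and the 2D control, with 1 false call, and DESeq2 recovered 25.4%, 82.1% and 90.9% with 31 false calls. At the design of the model and the 3D control, edgeR recovered 0%, 49.3% and 71.2% of the genes changed 2-fold, 4-fold and 8-fold, with 0 false calls. DESeq2 recovered 5.97%, 80.6% and 95.5% of them with 32 false calls. A simulated list of 25 raised genes had a p of 2.6e-05 from camera with an estimated correlation. The simulation set no correlation between genes, where the estimate for the TNF/NF-κB targets between the model and the 2D control was 0.447. The simulated p therefore does not show how well this test finds lists in the libraries.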

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

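The tests of explanations for the 3 patterns below were chosen after the results were seen, and the list tests between the controls were planned. The values given first lay above those of the control samples or belong to the RNA-seq comparison of the 2 controls, which the paper does not report. AZU1, PRTN3 and ELANE, granule genes of myeloid progenitors, had means of 1.39, 1.32 and 0.648 CPM in the 3D pterygium model, against means of at most 0.035 CPM in either control, and AZU1 also stands in Supplementary Table 3. COL6A3, a collagen of fibroblasts, was at 15.99 CPM in 3D control replicate 3, where the other controls reached 0.761 CPM. FOSB was at 669.7 CPM in the same library, against 92.9 CPM or less in the other controls. The interferon response list had a median log2 fold change of 1.61 between the 3D control and the 2D control (adjusted p = 1.52e-08 from camera, adjusted p = 0.453 with an estimated correlation). The list of TNF/NF-κB targets had a median of 0.91 in that comparison (adjusted p = 8.36e-08 from camera, adjusted p = 0.411 with an estimated correlation).

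Macrophage and THP-1 genes were counted in all 3 model libraries, although the methods describe a sort for GFP-labeled hCjSCs, which would remove macrophages. Of the 24 genes under 0.1 CPM in the controls, 95.8% had a model mean above every control library, but they were kept for low levels in the controls and 8 of the macrophage genes were picked by the study, so this does not show the source, and RNA of THP-1-derived macrophages stays open. CD74 and HLA-DRA, which macrophages can express strongly, were at 71.9 and 0.842 CPM in the model and at 68.7 and 2.37 CPM in the 2D control. A sort that let all printed human cells through alike cannot be told apart: endothelial genes were above every control in 30%, 60% and 90% of cases in model replicates 1, 2 and 3, against 87.5% of the macrophage and THP-1 genes in each, so that they were less than 0.5 times as frequent in 1 library. Expression of these genes by the hCjSCs of the model also stays open, since bulk counts do not show which cell held SPI1, at 0.73 CPM.

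Fibroblast genes were high in 3D control replicate 3 and in 3D pterygium model replicates 1 and 3, and of the 15 fibroblast genes 4 also belong to the interstitial matrix list. The design argues against 10T1/2 RNA as the source in 3D control replicate 3, which held no such cells and had 10.9 times the sum of the highest other control. The tables argue against culture in the GelMA scaffold alone, since only 1 of the 3D control libraries was above every 2D control library. Stromal cells carried in every culture of replicate 3 stay open: replicate 3 was highest in 2 of the groups, at 28.3 and 49.0 CPM, and 2D control replicate 3 was at 1.68 CPM, but the genes were kept for low levels in the 2D control, so this library excludes nothing. For the model, 10T1/2 RNA aligned to human genes could still add to the sums, which were above those of the other controls in 3 libraries, although the sort would remove these cells and the paper states that no mouse RNA was found when reads were aligned to both genomes.

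Some early-response genes were high in the model and in 3D control replicate 3. No macrophages were printed for the 3D control, so the design argues against their signals as the source in 3D control replicate 3. In that library 6 of the 14 early-response genes of the list were more than 2 times every 2D control library. Enzymatic digestion of the scaffolds alone, which the methods give for RNA of printed cells, is argued against for the model: its list means (8.17 to 8.24) lay at least 0.375 above those of the 3D control (6.41, 7.15 and 7.79), and DESeq2 called JUN, ZFP36, SOCS3 and KLF6 higher, where edgeR called 0 with 11 higher and 1 lower at an unadjusted p under 0.05 (median 1.13, adjusted p = 6.17e-05 from camera, adjusted p = 0.355 with an estimated correlation). For 3D control replicate 3 digestion stays open, since 2 of the 3D control libraries were above every 2D control library (7.04, 7.10 and 6.46) while replicate 1 was below all, and the list did not pass between the controls (adjusted p = 0.356 from camera, 0.00152 without 3D control replicate 1). Handling of the cells in the sort may contribute as well: the heat-shock genes had a median log2 fold change of -0.114 between the model and the 2D control, which decides nothing, and sorting is stated for the model alone.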

How the results depend on the processing

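The fits without single libraries by DESeq2, edgeR without robust estimation, the fits without both 3D libraries numbered 3, the PCA labels permuted within replicate numbers and the markers by DESeq2 were tests chosen after the data were seen. The edgeR count of 0 between the 3D pterygium model and the 2D control became 562 with DESeq2 on all 9 libraries, 625 with DESeq2 on 2 groups, 87 without a filter, 33 at an adjusted p under 0.05 and 0 to 1 with a library left out. With the replicate number as a block it was 3 in edgeR and 1135 in DESeq2. Between the model and the 3D control the 0 became 236 with DESeq2 on all 9 libraries, 858 on 2 groups, 2 without a filter and 960 with the block in DESeq2, and with the block in edgeR it stayed 0. Between the controls it became 50, 44, 1 and 421 under those 4 settings. Other size factors, edgeR on 2 groups, a stricter filter, a fold-change minimum, protein-coding genes and edgeR without robust estimation kept 0 in all 3 comparisons. With a library left out, the DESeq2 counts on 2 groups were 236 to 1639 and 314 to 2161 for the model against the 2D and the 3D control, and 28 to 70 for the controls, and without both 3D libraries numbered 3 they were 236, 1056 (578 higher, 478 lower) and 29. Lists past the threshold numbered 22, 26 and 16, against 0, 0 and 0 with an estimated correlation and 24, 26 and 17 with the block. Between the controls they numbered 6 to 19 with a library left out, with 6 without 3D control replicate 3, and 8 without both 3D libraries numbered 3. With both left out, camera directions turned for 3, 1 and 4 lists, none past the threshold in either fit. With 1 choice changed, camera directions reversed for 3 list results. The median of the endothelial list between the model and the 3D control went from 0.0456 to 1.27 without a filter (adjusted p = 0.0335 from camera). Between the controls the keratinization list had a median of -0.0371. With a library left out it ranged from -0.38 (without 2D control replicate 1, adjusted p = 0.042 from camera) to 0.28. The cell cycle list ranged from -2.18 to 0.0668 (without 2D control replicate 1). Of 1140 alternatives of list results, 986 kept direction and side of the threshold, 115 were weaker and 36 stronger. As edgeR called no gene, no gene result could lose a call, and 829 of 30728 alternatives of gene results gained one. Pearson's r with Supplementary Table 3 was 0.993 with a prior on fold changes and 0.877 without one. By DESeq2, 23 markers of the other printed cell types passed. The cause was not tested for any of these changes.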

Differences from the paper's values

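The values below are those of the edgeR fit, and no test here was chosen after the result was seen, apart from the DESeq2 fits with libraries left out, the PCA labels permuted within replicate numbers and the count of genes of Supplementary Table 3 beyond the standard error. Between the 3D pterygium model and the 2D control the paper counts 590 DEGs, where edgeR called 0. The paper counts 420 upregulated DEGs, where edgeR called 0, and 170 downregulated DEGs, where edgeR called 0. DESeq2 on all 9 libraries gave 562 (393 higher, 169 lower) and DESeq2 on 2 groups 625 (450 higher, 175 lower), which lie within 1.5 times of the paper's counts. edgeR had 3000 genes at an unadjusted p under 0.05. The other alternatives set before the data were examined differ by more, with 1135 for the replicate block in DESeq2, 87 without a filter, 33 at an adjusted p under 0.05, 3 for the block in edgeR and 0 or 1 for the rest. DESeq2 fits chosen after the values were seen came within 1.5 times of the total and the upregulated count without 2D control replicate 2 (417, 360 higher), without 2D control replicate 3 (545, 447 higher) and without model replicate 2 (507, 328 higher), and called 141, 156 and 162 of the 264 genes of Supplementary Table 3, dropping the rest. Of these fits, that without model replicate 2 also came within 1.5 times of the downregulated count, with 179. Between the model and the 3D control the paper counts 311 upregulated DEGs, where edgeR called 0, and of the alternatives set before the data were examined DESeq2 on 2 groups alone came within 1.5 times, with 307. The paper counts 555 downregulated DEGs, where edgeR called 0, and DESeq2 on 2 groups (551) and with the replicate block (481) came within 1.5 times. DESeq2 on all 9 libraries gave 122 and 114, and the remaining alternatives of that kind gave at most 2, except 479 higher with the replicate block in DESeq2. DESeq2 fits chosen after the values were seen came within 1.5 times of 1 or both counts without model replicate 2 (269 higher, 758 lower), without 3D control replicate 2 (242 higher) and without both 3D libraries numbered 3 (478 lower), and the paper's genes of this comparison were not at hand to count those dropped. At an unadjusted p under 0.05 edgeR had 1436 genes higher and 1859 lower in this comparison.

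Over Supplementary Table 3, 83 of the 240 genes counted in both groups differ from edgeR by more than its standard error, with the sign shared and the edgeR value farther from 0 in all 83, and the slope was 1.45. Of the genes that the paper also shows in its figures or names, 16 differ, 2 of them by a lower bound. The paper's value comes before that of edgeR here: IL11 1.78781 and 3.01, ZEB2 2.72111 and 4.69, VIM 2.29518 and 3.12, MMP2 1.82232 and 2.56, SMAD7 2.03531 and 2.71, DACT1 1.61251 and 4.90, PDE4B 1.80118 and 2.85, FCGR2A 1.50168 and 3.71, FCER1G 1.51486 and 3.29, and SRGN 2.09039 and 3.77. For genes that fell, the paper's value and that of edgeR were -2.13321 and -3.49 for HES5, -1.69211 and -3.52 for TGM5, -1.52321 and -2.35 for EDAR, and -1.60936 and -3.44 for AL121790.2. C1QC (the paper's 2.3613) and AL512353.2 (the paper's 2.02602) had no count in the 2D control, and their lower bounds were 6.47 and 4.74 on the log2 scale, against 3 counts over the group. Of the alternatives set before the data were examined, DESeq2 with a prior on fold changes gave values within the error of the paper's for these 16, and DESeq2 without a prior did for none of the 16.

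The paper lists DNMT3B, KDM6B and HDAC5 as upregulated in the model, and none of the 3 passed against the 2D control in edgeR or DESeq2, while HDAC5 passed in DESeq2 against the 3D control. VIM-AS1, EPHA1-AS1, FCGR2A and FLG-AS1 stand in the paper's panels of changed genes and did not pass in DESeq2 at an adjusted p under 0.01, while VIM, EPHA1 and FLG did. The paper describes a marked difference between the model and the controls in its PCA. Here the model was 1.25 times as far from the controls as libraries of a group were from each other (exact permutation p = 0.0833). The ratio was 1.41 with all tested genes (exact permutation p = 0.0238) and 1.34 with scaled genes (exact permutation p = 0.0357), and the p was 0.037 with labels permuted within replicate numbers. From Gene Ontology analysis, the paper names Notch, DNA damage and cell junction terms as upregulated in the model and canonical Wnt terms as downregulated. It names non-canonical Wnt for the DEGs shared with pterygium tissue. The hand-written lists on these subjects hold other genes and had another test, so they are no repeat of the paper's analysis. They did not pass camera against the 2D control, at an adjusted p of 0.702 (Notch), 0.158 (DNA damage), 0.0678 (epithelial junctions), 0.054 (non-canonical Wnt) and 0.832 (canonical Wnt). For the cell-substrate part of the paper's junction terms, the basement membrane and integrin list was higher (adjusted p = 2.56e-08 from camera, adjusted p = 0.0737 with an estimated correlation).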

Other observations

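All tests in this part were set before the data were examined, apart from the leave-one-out counts of DESeq2, the markers of other printed cell types by DESeq2 and the choice of AQP5 and APLN by their DESeq2 values, which were chosen after the results were seen. The paper does not report RNA-seq differences between the 3D control and the 2D control, where the hypoxia and cell cycle lists were lower by camera with a preset correlation and did not pass with an estimated one. Whether the 3D control was a separate batch or had another medium is not stated, so its differences cannot be assigned to the scaffold. EGLN3 was at 3.14 ± 0.273 CPM in the 3D control and 51.9 ± 26.6 CPM in the 2D control (adjusted p = 1.19e-17 from DESeq2). NDRG1 was at 137.5 ± 35.2 CPM in the 3D control and 718 ± 655 CPM in the 2D control (adjusted p = 0.00924 from DESeq2). All 22 hypoxia genes had a log2 fold change below 0 (median -0.77), DESeq2 called 2 lower, and 1 passed in edgeR when adjusted over the list alone (adjusted p = 1.35e-11 from camera, adjusted p = 0.411 with an estimated correlation). TOP2A, a topoisomerase of dividing cells, was at 33.7 ± 28.3 CPM in the 3D control and 108 ± 113 CPM in the 2D control. All 23 cell cycle genes lay below 0 (median -1.08), but DESeq2 and edgeR called 0, with 0 at an unadjusted p under 0.05 in edgeR. The cell cycle list had an adjusted p of 0.00141 from camera (adjusted p = 0.724 with an estimated correlation), which was 0.918 (median 0.0668) without 2D control replicate 1 and 0.134 without 3D control replicate 2. Among the interferon genes, CXCL10, a chemokine, was at 80.2 ± 84.3 CPM in the 3D control and 7.91 ± 4.71 CPM in the 2D control and did not pass (adjusted p = 0.262 from DESeq2). AQP5, a water channel of secretory epithelia, rose from 18.0 ± 6.06 to 252 ± 260 CPM (adjusted p = 7.4e-06 from DESeq2), and APLN, a peptide hormone induced by low oxygen, fell from 18.5 ± 21.0 to 1.41 ± 0.594 CPM (adjusted p = 0.000787 from DESeq2). DESeq2 called 44 genes between the controls, 21 higher and 23 lower in the 3D control, and edgeR called 0, with 1378 at an unadjusted p under 0.05. The DESeq2 count was 28 without 2D control replicate 3, 29 without 3D control replicate 3 and 70 without 2D control replicate 2.

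By camera with a preset correlation, the cell cycle list was higher and the interferon list lower in the 3D pterygium model than in the 3D control, and neither passed with an estimated one. The cell cycle list had a median of 1.23, with 23 of 23 genes above 0, 0 called by DESeq2 or edgeR and 0 at an unadjusted p under 0.05 in edgeR (adjusted p = 3.58e-05 from camera, adjusted p = 0.44 with an estimated correlation). OAS1, a sensor of viral RNA, was at 82.1 ± 40.7 CPM in the model and 250.1 ± 92.4 CPM in the 3D control (adjusted p = 0.00444 from DESeq2), and IRF1 was the other interferon gene called lower. The interferon list had a median of -1.17 (adjusted p = 0.00202 from camera, adjusted p = 0.533 with an estimated correlation). Its adjusted p from camera was 0.0594 with a median of -0.83 without model replicate 1, and 0.224 with a median of -0.33 without 3D control replicate 3. Against the 2D control the cell cycle list had a median of 0.07 (adjusted p = 0.0785 from camera, 0.0369 with the replicate number as a block, 0.0119 without model replicate 2, and 7.81e-06 with a median of 1.24 without 2D control replicate 1). The interferon list had a median of 0.45 (adjusted p = 0.0895 from camera, 0.000134 with that block, 0.0139 without 2D control replicate 2, 0.00224 without model replicate 1, and 0.0128 with a median of 0.97 without 2D control replicate 3). The hypoxia list had a median of 0.20 (adjusted p = 0.161 from camera, 0.00126 with a median of 0.59 without 2D control replicate 3, and 0.00467 with a median of 0.42 without model replicate 3). Cholesterol synthesis genes had a median of 0.51 over the 2D control (adjusted p = 0.000549 from camera, 0.11 without model replicate 1, and adjusted p = 0.466 with an estimated correlation), and INSIG1, a regulator of sterol synthesis, was at 158 ± 69.0 CPM in the model and 46.0 ± 9.14 CPM in the 2D control (adjusted p = 0.000345 from DESeq2). Basal epithelial and stem cell genes were higher than in the 3D control (median 0.34, adjusted p = 0.0226 from camera). The list did not pass there without model replicate 1 (0.0534), without 3D control replicate 2 (0.135) or with an estimated correlation. Over the 2D control these genes had a median of 0.42 (adjusted p = 0.0792 from camera, 0.0398 without 2D control replicate 1), and KRT14, TP63 and PAX6 did not pass. Wound-type keratins had a median of 0.01 (adjusted p = 0.756 from camera). Mural cell markers had a median of 0.21 (adjusted p = 0.284 from camera), with CSPG4, a proteoglycan of pericytes, higher by DESeq2 (adjusted p = 1.72e-05). The lists of goblet cells, melanocytes and lymphocytes had fewer than 4 tested genes. Goblet cell markers had 3 tested genes and a median of -1.63, with 0 called by edgeR or DESeq2 and 1 lower at an unadjusted p under 0.05 in edgeR. Melanocyte markers had 3 and a median of -2.01, with MITF lower by DESeq2, and lymphocyte markers had 2 and a median of -0.61, with 0 called and 0 at an unadjusted p under 0.05 in edgeR. Of 5 THP-1 granule and progenitor genes in the DESeq2 test, 4 were higher in the model (AZU1, PRTN3, ELANE and RNASE2).

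Each comparison of 3 with 3 libraries allows 10 splits, which are too few for a share under 0.05. For the model and the 2D control, edgeR called 33 genes at an adjusted p under 0.05 against at most 0 in another split (1 split as large, the real one), DESeq2 called 625 against at most 759 (2 splits as large) and 22 lists passed against at most 17 (1 split as large). The split with 759 set 2D control replicate 1 and model replicates 1 and 3 against the rest. It had 3577 genes at an unadjusted p under 0.05 in edgeR, where the real split had 3000. For the model and the 3D control the edgeR, DESeq2 and list counts were 0 against 0 (10 splits as large), 858 against 241 (1 split) and 26 against 19 (1 split). For the 2 controls they were 0 against 0 (10 splits), 44 against 326 (3 splits) and 16 against 17 (2 splits). The split with 326 set 2D control replicates 1 and 3 and 3D control replicate 3 against the rest. It had 3015 genes at an unadjusted p under 0.05 in edgeR, where the real split had 1378, and the cause was not tested. The other splits of the model and the 2D control that part all 3 pairs gave 0, 1 and 0 DESeq2 calls, and those of the model and the 3D control gave 0, 2 and 1.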
